# Initiation phase cellular reprogramming ameliorates DNA damage in the ERCC1 mouse model of premature aging

**DOI:** 10.3389/fragi.2023.1323194

**Published:** 2024-01-23

**Authors:** Patrick Treat Paine, Cheyenne Rechsteiner, Francesco Morandini, Gabriela Desdín-Micó, Calida Mrabti, Alberto Parras, Amin Haghani, Robert Brooke, Steve Horvath, Andrei Seluanov, Vera Gorbunova, Alejandro Ocampo

**Keywords:** aging, DNA damage, ercc1, cellular reprogramming, TGFb

## Abstract

Unlike aged somatic cells, which exhibit a decline in molecular fidelity and eventually reach a state of replicative senescence, pluripotent stem cells can indefinitely replenish themselves while retaining full homeostatic capacity. The conferment of beneficial-pluripotency related traits via *in vivo* partial cellular reprogramming in vivo partial reprogramming significantly extends lifespan and restores aging phenotypes in mouse models. Although the phases of cellular reprogramming are well characterized, details of the rejuvenation processes are poorly defined. To understand whether cellular reprogramming can ameliorate DNA damage, we created a reprogrammable accelerated aging mouse model with an ERCC1 mutation. Importantly, using enhanced partial reprogramming by combining small molecules with the Yamanaka factors, we observed potent reversion of DNA damage, significant upregulation of multiple DNA damage repair processes, and restoration of the epigenetic clock. In addition, we present evidence that pharmacological inhibition of ALK5 and ALK2 receptors in the TGFb pathway are able to phenocopy some benefits including epigenetic clock restoration suggesting a role in the mechanism of rejuvenation by partial reprogramming.

## Introduction

The phenomenon of aging is directly linked to a decline in cellular repair functions with an associated increase in aging phenotypes including genomic instability (Rando and Chang, 2012; Kennedy et al., 2014; López-Otín et al., 2013). DNA damage events due to radiation, reactive oxygen species, chemicals, or replication errors can overwhelm DNA repair functions and are proposed as a causative factor for epigenetic dysregulation and a key contributor to age associated pathologies (Tubbs and Nussenzweig, 2017; Niedernh et al., 2018; Kane and Sinclair, 2019; Schumacher et al., 2021; Yang et al., 2023). In this line, Ercc1^∆/−^ progeroid mice, harboring a single truncated Ercc1 allele required for nucleotide excision repair (NER), interstrand crosslink repair (ICL), and homologous repair display increased DNA damage and a broad spectrum of aging phenotypes including senescence, neurodegeneration, multi-morbidity, and a shortened lifespan (Weeda et al., 1997; Dollé et al., 2006; de Waard et al., 2010; Vermeij et al., 2016; Li et al., 2019). Interestingly, a recent comparative lifespan analysis of 18 wildtype (WT) rodent species indicates DNA double-strand break repair was more efficient in long-lived species (Tian et al., 2019). For these reasons, DNA repair mutant Ercc1^∆/−^ mice are an ideal alternative for investigating aging interventions and DNA repair-related mechanisms of rejuvenation in particular (Vermeij et al., 2016; Takayama et al., 2017; Birkisdóttir et al., 2021).

Cellular reprogramming can be defined as the conversion of a somatic cell to pluripotency and can be induced via the forced expression of four defined transcription factors; Oct4, Sox2, Klf4, and c-Myc (OSKM) (Takahashi and Yamanaka, 2006). The resulting induced pluripotent stem cells (iPSCs) exhibit a dedifferentiated cell identity similar to embryonic stem cells (ESCs) along with a restoration of aged phenotypes (Lapasset et al., 2011; Singh and Newman, 2018). Recently, *in vivo* partial reprogramming (IVPR), following short-term cyclic expression of OSKM, has emerged as a novel therapeutic strategy for the treatment of age-related diseases (ARDs) (Mahmoudi et al., 2019a; Alle et al., 2021; de Magalhães and Ocampo, 2022). Specifically, partial cellular reprogramming has produced improvements to lifespan, hallmarks of aging, the epigenetic clock, and tissue regeneration in progeroid and WT mouse models *in vivo* (Ocampo et al., 2016; de Lázaro et al., 2019; Lu et al., 2020; Sarkar et al., 2020; Chen et al., 2021; Wang et al., 2021; Alle et al., 2022; Browder et al., 2022; Cheng et al., 2022; Chondronasiou et al., 2022; Gill et al., 2022; Macip et al., 2023; Yang et al., 2023). Multiple *in vitro* time course studies have demonstrated reprogramming initially proceeds in a multifactorial manner involving extensive epigenetic remodeling, cell cycle induction with a shorted G1 phase, mesenchymal to epithelial transition due to TGFb inhibition and BMP induction, while undergoing a major reset to the proteome and transcriptome (Maherali et al., 2007; Brambrink et al., 2008; Mikkelsen et al., 2008; Stadtfeld et al., 2008; Li et al., 2010; Samavarchi-Tehrani et al., 2010; Plath and Lowry, 2011; Buganim et al., 2012; Hansson et al., 2012; Polo et al., 2012; Benevento et al., 2014). Importantly, in what manner and to what extent these early alterations to molecular and cellular processes via IVPR counter and reverse aging drivers is currently unknown.

To address this limitation and gain a deeper understanding of the mechanisms involved in age amelioration by OSKM induction, we have chosen to investigate the effects of partial reprogramming in the Ercc1^∆/−^ DNA damage model of accelerated aging. Using an *in vitro* time course capable of dissecting time dependent processes, we characterized the early events of reprogramming in a novel reprogrammable Ercc1^∆/−^ accelerated aging mouse model. Most importantly, we observed a significant reduction in DNA damage beginning at 2 days of reprogramming demonstrating reversal of a key hallmark of aging. At the same time RNA seq analysis shows a significant upregulation of nearly every major DNA repair pathway while DNA methylation clock analysis shows a reversal of epigenetic age. Interestingly, improvements were more robust in the Ercc1 DNA damage model *versus* the WT cells, as would be expected from an improvement to homeostatic capacity. Lastly, small molecule inhibition of the TGFb pathway was sufficient to phenocopy some rejuvenating aspects of reprogramming including a decrease in nuclear size, decreased γH2AX, and restoration of the epigenetic clock.

## Results

### Induced reprogramming in a mouse model of accelerated aging decreases DNA damage

OSKM-mediated partial cellular reprogramming has been shown to mitigate genomic instability and epigenetic alterations in WT and Lamin A mutant mouse fibroblasts as well as *in vitro* aged nucleus pulposus cells (Ocampo et al., 2016; Cheng et al., 2022). On other hand, it is currently unknown whether this restoration would occur in an Ercc1 DNA damage model of accelerated aging with defects in DNA repair. To address this question, we developed a time course discovery platform utllizing a novel doxycycline-inducible mouse model of reprogrammable aging (Ercc1^∆/−^ 4Fj^+/−^ rtTA^+/−^) containing a single truncated Ercc1 allele, Col1a1-tetO-OKSM polycistronic transgene, and the ROSA26-M2-rtTA allele (Figures 1A, B).

**FIGURE 1:**
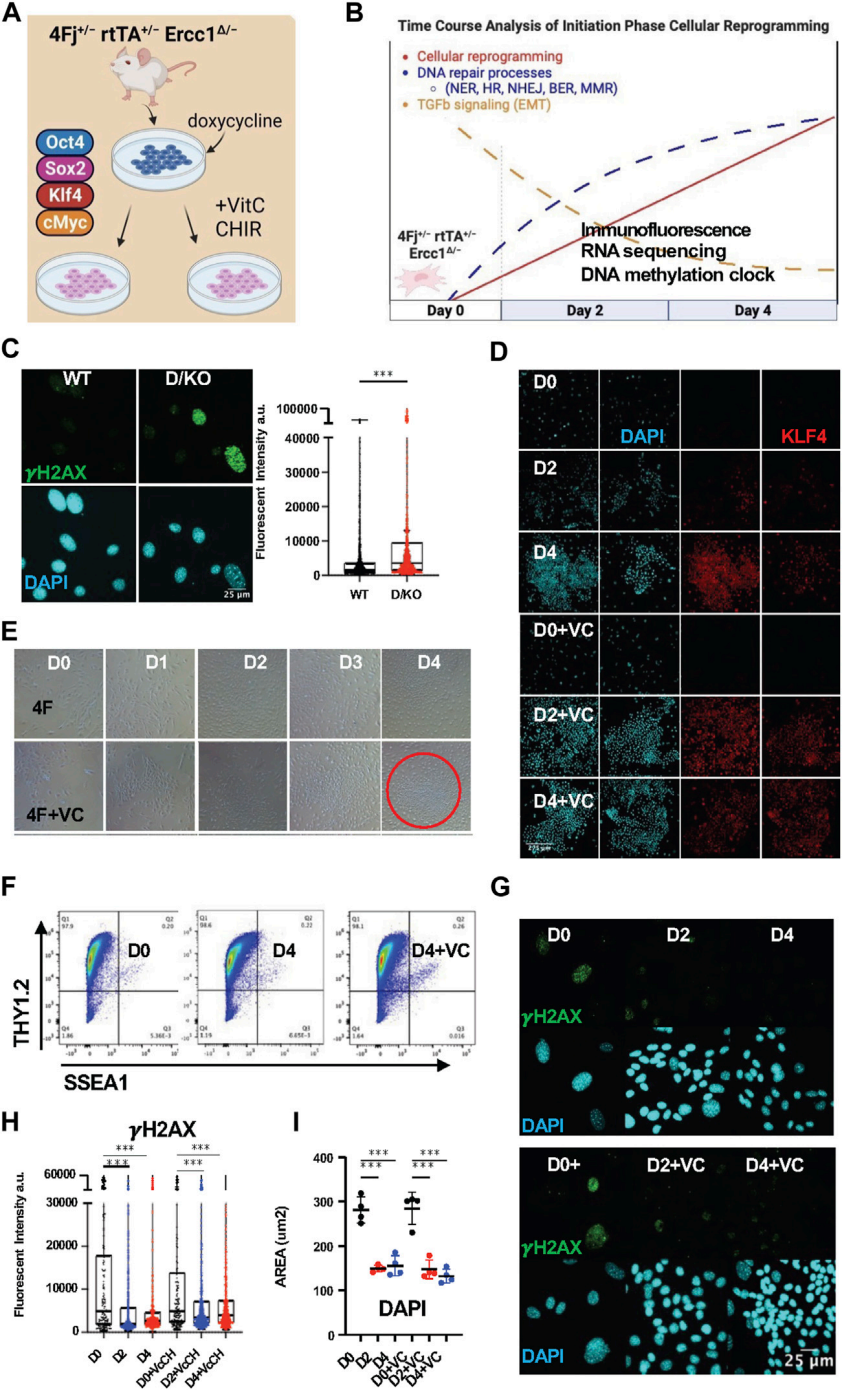
Initiation phase reprogramming in 4Fj ± rtTA ± Ercc1Δ/− accelerated aging model promotes DNA damage repair. **(A)** Illustration of doxycycline inducible cellular reprogramming Ercc1 mutant fibroblasts (Fb) alone or enhanced with small molecules. **(B)** Schematic of initiation phase timecourse analysis setup with observed changes to DNA repair and TGFb signaling. **(C)** Representative Immunofluorescence (IF) and quantification of γH2AX in fibroblasts from wildtype (WT) and Ercc1∆/− (D/KO) mice, imaged with Nikon laser confocal spinning disc, according to Mann-Whitney test, ****p < 0.0001. **(D)** IF of KLF4 and DAPI in 4Fj ± rtTA ± Ercc1∆/− Fbs after 2 and 4 days doxycycline induction with or without VC at 100x **(E)** Time course analysis of 4F and 4F.D/KO Fb during 4 days of dox induction ± VC, brightfield (BF) images at 4x. **(F)** FACS analysis of reprogramming FBs at day 0 and day 4, stained with Thy1.2 and SSEA1. **(G)** IF of γH2AX and DAPI during time course analysis of 4F.D/KO Fb ± VC. **(H)** IF quantification of γH2AX levels during timecourse shows decrease levels at day 2 and day 4 according to one way ANOVA, ***p < 0.001. **(I)** Quantification of DAPI area during timecourse shows decrease in size at day 2 and day 4 based on mean values of 4 experiments according to one way ANOVA, ****p < 0.0001.

To first verify the presence of DNA damage in our reprogrammable progeria model, adult tail tip fibroblasts (FBs) were isolated from the 4Fj Ercc1^∆/−^ (D/KO) and 4Fj Ercc1^+/+^ (WT) mice, stained for the DNA damage marker γH2AX, and imaged with confocal laser microscopy. As expected, a significant increase to γH2AX fluorescent intensity (artificial units) was observed in the D/KO fibroblasts compared to the WT (Figure 1C, Supplementary Figure S1A). In addition, this accelerated aging cell model also displayed a significant increase in nuclear area in these samples, based on nuclear staining with DAPI (Supplementary Figure S1B). This experiment confirmed the presence of a DNA repair defect in our novel OSKM inducible mouse model of aging along with an enlarged nucleus compared to WT (Supplementary Figures S1A, B).

*In vitro* cellular reprogramming time course experiments have previously been used to identify three phases of reprogramming including initiation, maturation, and stabilization (David and Polo, 2014; Kuno et al., 2018). Initiation phase proceeds via alterations to several key biological processes including proliferation, chromatin modification, DNA damage repair, mesenchymal to epithelial transition (MET), and RNA processing (Samavarchi-Tehrani et al., 2010; Koche et al., 2011; Buganim et al., 2012; Hansson et al., 2012; Polo et al., 2012; Benevento et al., 2014; Mahmoudi et al., 2019b; Gill et al., 2022; Roux et al., 2022). To gain insight into partial reprogramming processes with the capacity to restore homeostatic function in a DNA damage model, a time course analysis of the initiation phase of reprogramming was performed (Figure 1B). At the same time, the induction of pluripotency in somatic cells following OSKM expression is a stochastic, asynchronous, and inefficient process often taking weeks with a low percentage of iPSC colonies (Stadtfeld and Hochedlinger, 2010; Ebrahimi, 2015). To facilitate an accelerated reprogramming process and enhance the ability to delineate reprogramming-induced aging phenotypes in bulk cultures a previously identified small molecule combination, Vitamin C (V) and CHIR-99021 (C), was selected (Chen et al., 2011; Bar-Nur et al., 2014; Vidal et al., 2014). Alone, Vitamin C is able lower the epigenetic barrier of pluripotent gene expression due to its function as a histone demethylase and Tet enzyme cofactor while CHIR activates the Wnt pathway and promotes glycolysis via GSK3-beta inhibition (Li et al., 2009; Esteban et al., 2010; Liu et al., 2022).

To confirm the induction of cellular reprogramming following expression of OSKM in our reprogrammable DNA damage model, doxycycline (2ug/mL) was added to 4F Ercc1 cells in culture alone or combined with VC and imaged with brightfield microscopy at 4x during days 0–4 (Figures 1A, B). Expression of the Klf4 and Sox2 transcription factors were observed only after doxycycline induction with or without VC respectively but never day 0 based on immunofluorescence (IF) laser confocal imaging (Figure 1D, Supplementary Figure S1C). A clear shift in cell morphology with a cobblestone appearance associated with MET is present after 2 days, more so after 4 days, and most strongly in the enhanced D4+VC group (Figure 1E). Reprogrammed 4F WT fibroblasts exhibit the somatic identity marker Thy1.2 at D4 with or without VC, matching previous reports (Figure 1F). Together this data demonstrates initiation phase partial reprogramming is occurring *in vitro* in our 4F Ercc1 mouse model (Figure 1G, Supplementary Figure S1D).

In regards to the effects of cellular reprogramming on γH2AX in this DNA damage model, we first used flow cytometry. Interestingly, 2 days of doxycycline induced reprogramming in the D/KO was sufficient to decrease median γH2AX fluorescence (Supplementary Figure S1E). Next, using IF and confocal imaging, we observed a significant decrease in mean γH2AX level per cell after 2 and 4 days of reprogramming (Figures 1G, H, Supplementary Figure S1J). Similarly, enhanced reprogramming with VC also restored this DNA damage marker significantly after 2 and 4 days of OSKM induction (Figures 1G, H, Supplementary Figure S1J). These D/KO cells also displayed a significant reduction in nuclear size during reprogramming after induction with doxycycline for 2 or 4 days (Figure 1I). When this experiment was repeated on OSKM inducible WT cells without the DNA repair defect, it also showed a significant decrease in γH2AX signal and decrease in nuclear area (Supplementary Figure S1F). Thus, initiation phase cellular reprogramming is sufficient to ameliorate a key driver of aging even in mutant cells defective for DNA repair responsible for NER, ICL, and HR.

### The DNA methylation clock is restored in Ercc1^∆/−^ following short term reprogramming

Recent evidence from our lab indicates that D/KO FBs display accelerated aging based on the DNA methylation clock and are therefore a good *in vitro* model to investigate aging mechanisms and interventions (Perez et al., 2022). Furthermore, cellular reprogramming has been observed to reverse epigenetic age in mouse and human cell types but the effects on an accelerated aging model with a DNA repair defect are unknown (Horvath, 2013; Olova et al., 2019). In order to investigate the effect of reprogramming on the DNA methylation clock, we applied the DNA Methyl Age Skin Final clock to all samples and timepoints. Strikingly, enhanced reprogramming with VC for 4 days in the D/KO produced a significant restoration to the DNA methylation clock with the top responder showing a 54% decrease in epigenetic age (Figure 2A). At the same time, there was a trend towards epigenetic clock restoration after 2 and 4 days of reprogramming although not significant, perhaps due to less efficient reprogramming (Figure 2A). Significant restoration to the DNAm clock only occurred at day 2 in WT FBs (Supplementary Figure S2A). In addition, variability was greater in the WT samples perhaps due to the stochastic nature of reprogramming and the early time point chosen for analysis, or the lack of accelerate aging phenotype (Supplementary Figure S2A). The robust reversal of the DNAm clock in the D/KO FBs indicates enhanced reprogramming is capable of cellular rejuvenation in an aging model with defective DNA repair.

**FIGURE 2:**
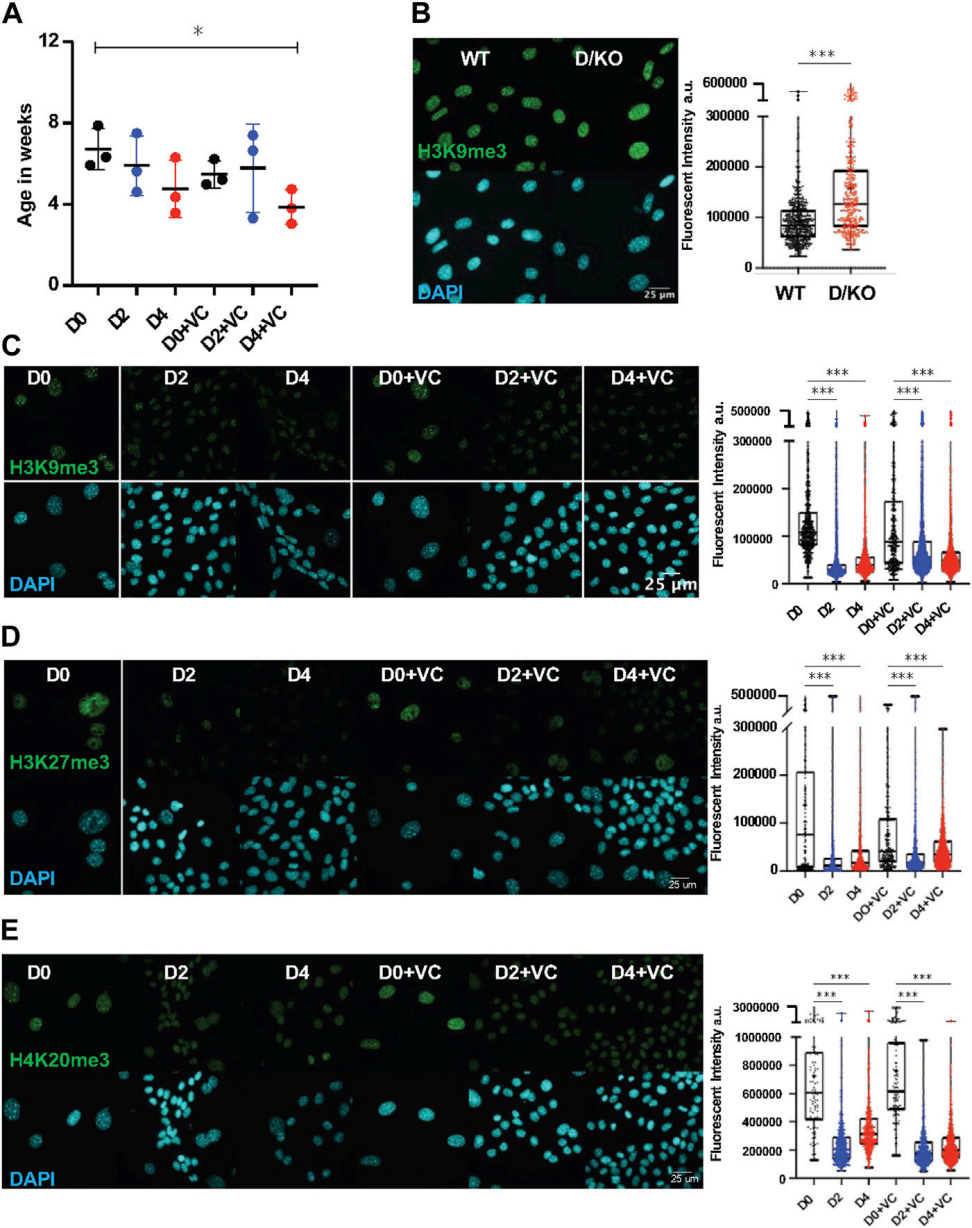
DNA methylation clock is restored in Ercc1∆/− following short term reprogramming. **(A)** DNA methylation clock (DNA Methylation Age Skin Final clock) analysis of cellular Ercc1 mutant Fb during time course, n = 3, *p < 0.05 according to unpaired *t*-test. **(B)** IF and quantification of H3K9me3 in fibroblasts from WT and D/KO mice, imaged with Nikon laser confocal spinning disc, according to Mann-Whitney test, ****p < 0.0001. **(C)** IF and quantification of H3K9me3 and DAPI during time course in 4F.D/KO Fbs after 2 and 4 days doxycycline induction with or without VC at 100x according to Kruskal–Wallis test, *p < 0.0001 **(D)** IF and quantification of H3K27me3 and DAPI during time course in 4F.D/KO Fbs after 2 and 4 days doxycycline induction with or without VC at 100x according to Kruskal–Wallis test, *p < 0.0001 **(E)** IF and quantification of H4K20me3 and DAPI during time course in 4F.D/KO Fbs after 2 and 4 days doxycycline induction with or without VC at 100x according to Kruskal–Wallis test, *p < 0.0001.

Next, as chromatin remodeling and reversal of the DNA methylation clock are observed to coincide during cellular reprogramming, we sought to understand the epigenetic alterations that occur following reprogramming in this Ercc1 model (Koche et al., 2011; Olova et al., 2019). First, a significant increase in H3K9me3 was observed in the D/KO fibroblasts compared to WT controls based on IF confocal imaging at 100x (scale bar 25 um applies to all images) (Figure 2B, Supplementary Figure S2B). A similar increase was observed in the heterochromatin mark H4K20me3 while H3K27me3 remained unchanged under the same conditions (Supplementary Figures S2D,E). These results were then confirmed with western capillary analysis (Supplementary Figure S2C). We hypothesize that this *in vitro* phenotype of chromatin compaction is an adaptation in these cells to protect against chronic elevated DNA damage levels (Takata et al., 2013; Lee et al., 2020). Interestingly, when reprogramming or enhanced reprogramming was induced for 2 or 4 days, heterochromatin was significantly decreased in this DNA damage model shifting it towards WT levels (Figures 2C–E, Supplementary Figures S2F–I). This restoration of heterochromatin levels in D/KO FBs coincides with improvement to reversion of the DNAm clock, in line with previous reports suggesting a mechanistic relationship (Ocampo et al., 2016; Lu et al., 2020; Yang et al., 2023).

### Homeostatic capacity is significantly upregulated during the initiation phase of cellular reprogramming

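The data behind these results are gene counts from 36 libraries of tail tip fibroblasts, with 3 libraries in each of 12 groups. D/KO cells and WT cells were sampled at days 0, 2 and 4 of doxycycline (2 µg/ml), with or without VC (50 µg/ml ascorbic acid and 3 µM CHIR99021). The D/KO cells came from a male mouse of 8 weeks and the WT cells from a female mouse of 22 weeks, so genotype, sex, age and cell line change together. By their labels the WT cells are an Oct4-GFP reporter line, which the paper's methods list apart from its reprogrammable Ercc1+/+ line. Whether the WT and D/KO cells carry the same reprogramming transgenes cannot be told from the labels. Library totals ran from 16538374 to 18484951 counts. Counts were scaled by TMM, and 15832 genes passed edgeR's expression filter. Each time point was compared with day 0 of the same arm, so that groups with VC were compared with day 0 plus VC. Differences in single genes were tested with edgeR's two-sided quasi-likelihood test and Benjamini-Hochberg adjustment.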

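Ercc1 itself, whose locus overlaps Polr1g on the other strand, was read in every library: 8.04 to 18.6 CPM in the 18 D/KO libraries and 16.9 to 29.1 in the 18 WT libraries. In D/KO cells Ercc1 was 14.2 ± 3.87 CPM (mean ± s.d., n = 3) at day 0, and its log2 fold change was -0.55 at day 4 (edgeR adjusted p = 0.00986) and -0.63 at day 4 plus VC (edgeR adjusted p = 0.0021). Pou5f1 rose from 0.835 to 68.8 and 64 CPM at days 0, 2 and 4 in D/KO cells, and from 1.96 to 34.3 and 60.5 CPM in WT cells. At day 2, WT cells carried 49.8% of the D/KO level of Pou5f1, 47.3% of Sox2, 84.5% of Klf4 and 53.4% of Myc. Ddx3y was 60.1 to 105.2 CPM in D/KO libraries and 0 in every WT library, while Xist was detected in every WT library and had at most 4 counts in a D/KO library.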

To better understand the effects of reprogramming in this DNA damage model, paired-end bulk RNA sequencing and analysis was performed for each treatment and time point. Principal component analysis (PCA) based on relative gene expression values confirmed groups clustered based on the treatment, timepoint, and cell type while displaying a reprogramming trajectory from day 0 to day 4 (Figure 3A). 

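In a PCA of the 500 most variable genes, PC1 held 61.55% and PC2 25.35% of the variance. A library was nearest to the centroid of its own group in 35 of 36 cases. Libraries of a group lay 1.91 apart on average, and the closest centroids, WT day 0 with and without VC, lay 3.91 apart. Mean PC2 scores at days 0, 2 and 4 were -54.6, -3.37 and 15.5 in D/KO cells and -11.6, 7.61 and 18.4 in WT cells.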

Interestingly, the enhanced reprogramming at day 2 plus VC was equal to 4 days of reprogramming alone based on overlapping PCA scores (Figure 3A). 

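The centroids of D/KO day 4 and D/KO day 2 plus VC were 6.74 apart on PC1 and PC2, or 2.19 times the mean distance between libraries within these 2 groups. That ratio was 0.892 with 2000 genes in the PCA and 0.464 with all tested genes. Measured over every gene rather than on PC1 and PC2, the distance was 86, or 1.25 times that within the 2 groups. Compared directly, 2568 genes were higher and 2378 lower at day 4 than at day 2 plus VC at an adjusted p-value under 0.05 in edgeR's test.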

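From day 0 to day 4 the mean PC2 score moved 2.34 ± 0.0471 times as far in D/KO as in WT cells, and with VC 1.72 ± 0.0265 times as far. Each s.d. is over the 3 D/KO day 4 libraries of that arm alone. The other group means were held fixed, so the spread of the ratio is understated. A PCA of all tested genes changed these ratios the most, to 1.89 and 1.29.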

At the same time, D/KO cells displayed a larger shift in PC2 score than WT following reprogramming (Figure 3A). Venn diagrams and associated gene expression heat maps were created based on the normalized transcriptomes from each group and demonstrate a shared gene profile during reprogramming albeit with some unique differences (Figures 3B, C). 

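Genes with a linear trend over days 0, 2 and 4 were called in each of the 4 series (D/KO and WT, with and without VC) at an adjusted p-value under 0.05 in edgeR's test. In at least 1 series 5871 genes rose and 5022 fell. Of these, 2637 (44.9%) rose and 2668 (53.1%) fell in 2 or more series, and 478 rose and 584 fell in all 4. Treating day as a factor moved these counts the most, to 830 genes rising in all 4 series.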

In particular, over 1,400 genes were uniquely upregulated and 992 downregulated in the D/KO Fbs during initiation phase with enhanced reprogramming compared to reprogrammed WT cells (Figure 3C). 

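In the D/KO series with VC alone, 1351 genes rose and 966 fell, of 3262 and 3193 genes with a trend in that series. Of the rising genes, 1150 were also tested in WT cells with VC, where 678 had a slope of the same sign without reaching an adjusted p-value under 0.05. Of the falling genes, 506 of 931 had the same sign. A direct test of the genotype difference, the interaction contrast of edgeR's test at day 4 plus VC, called 793 of the rising and 578 of the falling genes.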

The most robust changes were observed following enhanced reprogramming to the D/KO group, indicating a profound and rapid reset to the transcriptome in this DNA damage model (Figures 3B, C). 

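At an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, D/KO cells had 2260 up and 2085 down genes at day 2, 2891 up and 2967 down at day 4, 3765 up and 3742 down at day 2 plus VC and 4423 up and 4141 down at day 4 plus VC. In WT cells the counts were 991 up and 681 down, 1853 up and 2027 down, 2191 up and 2166 down and 3592 up and 3480 down. In fits of only the groups compared, the order was the other way at day 4, with 4251 genes in D/KO and 6400 in WT cells. At day 2 they gave 3939 and 1391, at day 2 plus VC 6649 and 4259, and at day 4 plus VC 7136 and 6980. The largest rise at D/KO day 4 plus VC was in Nccrp1 (at least 2416-fold higher, overlapping Samd4b on the same strand), followed by Krt14 (at least 1746-fold) and Slurp1 (at least 1711-fold, antisense to Them6). Each of these had 0 counts in every day 0 plus VC library, so the folds are lower bounds. By fitted log2 fold change, the largest falls were in Cxcl15 (-8.44, at least 54-fold lower) and Il31ra (-7.75, at least 57.1-fold lower, overlapping the predicted gene Gm3226). Requiring an absolute log2 fold change of at least 1 moved the counts most, leaving 2012 up and 2122 down at D/KO day 4 plus VC.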

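Pathways were read here from the mouse Reactome sets and, for NHEJ and AltEJ, from hand-compiled gene lists. The value given for a set is the median log2 fold change of its tested genes, and its test is limma's fry with Benjamini-Hochberg adjustment over 224 tests, a set being called at an adjusted p-value under 0.05. Sets share genes, so the 8 repair sets are not independent. In D/KO cells the DNA repair set had medians of 0.13 at day 2, 0.092 at day 4, 0.25 at day 2 plus VC and 0.31 (100 of 134 genes higher, fry adjusted p = 7.47e-16) at day 4 plus VC. At day 4 plus VC, HR was 0.67 (15 of 16 genes higher, fry adjusted p = 6.49e-12) and BER 0.42 (23 of 31 genes higher, fry adjusted p = 1.03e-10). MMR was 0.65 (15 of 16 genes higher, fry adjusted p = 9.54e-13) and NER 0.27 (37 of 50 genes higher, fry adjusted p = 6.96e-08). Crosslink repair, read from the Fanconi anemia set, was 0.59 (22 of 24 genes higher, fry adjusted p = 5.93e-16). NHEJ was 0.38 (12 of 18 genes higher, fry adjusted p = 1.10e-11) and AltEJ 1.05 (7 of 8 genes higher, fry adjusted p = 2.53e-11). Over the alternative settings the AltEJ median ran from 0.56 to 1.05. The DNA repair genes with the smallest p-values were Usp1 (2.84), Parp1 (1.68) and Zbtb32 (6.17). With each library left out in turn, the DNA repair median at day 4 plus VC stayed between 0.28 and 0.36. The alternative that moved these results the most was camera, which compares a set with all other genes and called 5 of the 8 sets at day 4 plus VC and 0 at day 4, where 0 also had an unadjusted p-value under 0.05.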

GO term analysis demonstrated a significant upregulation of DNA damage repair pathways in the D/KO enhanced reprogramming group including DNA repair, homologous recombination (HR), non-homologous end joining (NHEJ), base excision repair (BER), mismatch repair (MMR), nucleotide excision repair (NER), and alternative end joining (AltEJ), while interstrand crosslink repair (ICR) showed a trend towards upregulation. (Figure 3D, S3a). 

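Of the same 8 repair sets, fry called 5 higher in WT cells at day 2, 2 at day 4, 2 at day 2 plus VC and 5 at day 4 plus VC, against 8 in each D/KO comparison. The 2 at WT day 2 plus VC include the Fanconi anemia set, whose median was -0.052, with 11 of 24 genes higher. The NER set was lower at WT day 4, with a median of -0.15 (fry adjusted p = 0.044). At WT day 4 plus VC the medians were 0.056 (fry adjusted p = 0.0027) for DNA repair, 0.29 (fry adjusted p = 0.014) for HR and 0.071 (fry adjusted p = 0.276) for BER. They were 0.19 (fry adjusted p = 0.104) for MMR, 0.032 (fry adjusted p = 0.706) for NER and 0.34 (fry adjusted p = 6.28e-11) for NHEJ. Compared with day 0 without VC in place of day 0 plus VC, all 8 sets were called higher at WT day 2 plus VC and day 4 plus VC, and the day 4 plus VC medians were 0.19 for DNA repair, 0.58 for HR, 0.34 for BER, 0.57 for MMR, 0.15 for NER and 0.39 for NHEJ.

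**Figure D1:**
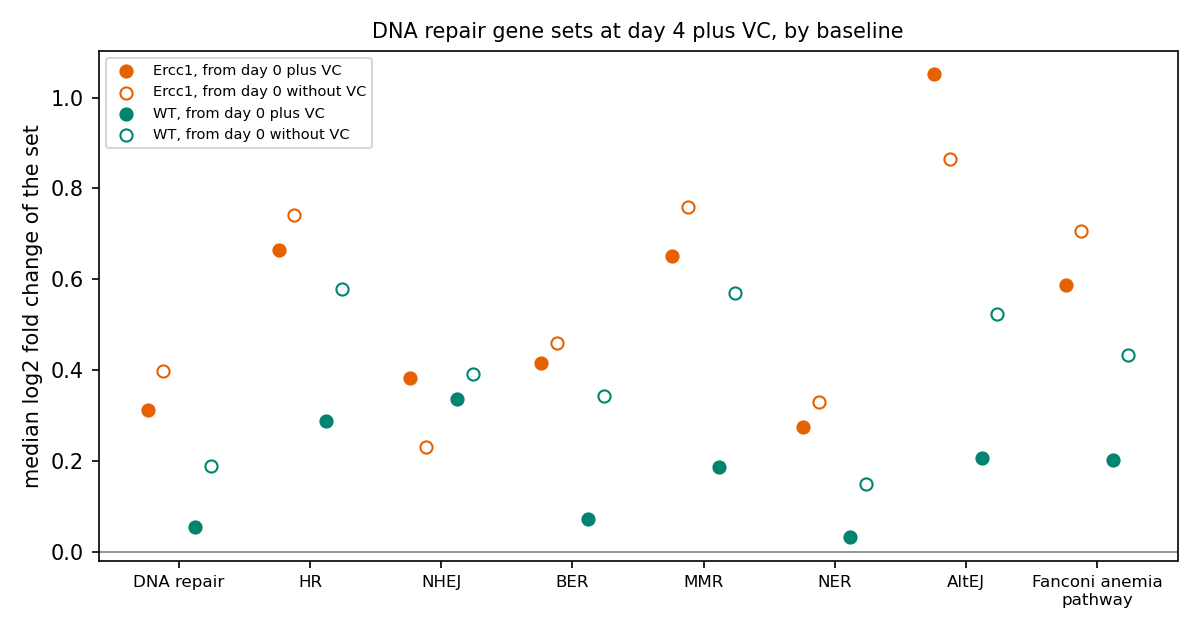
Median log2 fold change of 8 DNA repair gene sets at day 4 plus VC in D/KO (Ercc1) and WT cells. Filled symbols, compared with day 0 plus VC. Open symbols, compared with day 0 without VC.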

At the same time, reprogramming in WT cells did not produce such broad and robust effects on DNA repair processes (Figure 3D, Supplementary Figure S3A). Other notable processes increased with enhanced reprogramming include chromatin organization pathways in D/KO cells (Figure 3D, Supplementary Figure S3A). 

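The Reactome chromatin organization set (187 genes) had a median log2 fold change of 0.084 (fry adjusted p = 0.000132) at D/KO day 2 plus VC and 0.12 (fry adjusted p = 1.19e-06) at day 4 plus VC. In WT cells it was 0.098 (fry adjusted p = 0.0054) at day 4 and 0.16 (fry adjusted p = 2.36e-06) at day 4 plus VC. The members with the smallest p-values at D/KO day 4 plus VC were Ccnd1 (2.02), Sap30 (1.93) and Kat2a (1.24). Camera called none of these 4 comparisons.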

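The Reactome set for signaling by the TGFb receptor complex (66 genes) had a median log2 fold change of -0.10 (fry adjusted p = 0.0302) at D/KO day 4. At D/KO day 4 plus VC it was 0.13 (fry adjusted p = 8.98e-07), called higher, and 0.022 and not called when compared with day 0 without VC. In WT cells the set was not called in any of the 4 comparisons, the lowest fry adjusted p being 0.349. A list of 12 TGFb target genes was lower in all 8 comparisons, with medians of -1.43 (fry adjusted p = 1.74e-14) at D/KO day 4 and -2.14 (fry adjusted p = 1.53e-18) at D/KO day 4 plus VC. A list of 29 mesenchymal genes was also lower in all 8, with medians of -0.94 and -1.22 at these time points and -0.52 and -0.84 in WT cells.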

Importantly, there was also a significant downregulation in TGFb receptor signaling and TGFb regulation pathways as well as a decrease in EMT pathways (Figure 3D, Supplementary Figure S3A). 

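A list of 19 keratin genes had median log2 fold changes of 4.46, 5.45, 5.42 and 8.15 at D/KO day 2, day 4, day 2 plus VC and day 4 plus VC, and 2.58, 3.02, 3.59 and 3.13 in WT cells. The largest fry adjusted p-value of these 8 comparisons was 8.28e-09. Many keratins had almost no counts at day 0, so the sizes of these changes can depend on how small counts are treated. No alternative run for this list tested that. At D/KO day 4 plus VC, Krt80 rose by 7.10 and Krt19 by 5.47 on the log2 scale.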

Gene set enrichment analysis (GSEA) showed that intermediate filament cytoskeleton organization and processes, keratinocyte differentiation and epidermal differentiation were significantly upregulated at all timepoints and models (Supplementary Figure S3B). At the same time, Reactome analysis showed that Keratinization and Formation of the Cornified Envelope were also universally upregulated (Supplementary Figure S3C). 

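A list of 18 genes of the cornified envelope had median log2 fold changes of 4.31, 5.28, 4.96 and 7.97 in D/KO cells and 0.72, 2.69, 2.67 and 3.01 in WT cells, at day 2, day 4, day 2 plus VC and day 4 plus VC. All 8 comparisons were called higher by fry, with adjusted p-values from 3.43e-21 to 6.31e-07. These sizes depend on genes with few counts: with at least 10 counts required in every sample, the medians were 0.40, 0.65, 0.96 and 1.39 in D/KO cells and 0.42, 0.86, 1.01 and 1.01 in WT cells, and all 8 were still called higher.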

Together, this transcriptomic data provides a mechanistic basis that supports the observed changes to morphological, epigenetic, and DNA damage phenotypes that occur following short-term reprogramming in our DNA damage model. 

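Median Z-scores over the genes of a set, taken per library and averaged within a group, give a second reading of the same data. For DNA repair the D/KO groups were higher than their day 0 by 0.532, 0.404, 0.821 and 0.933 at day 2, day 4, day 2 plus VC and day 4 plus VC, with no overlap between libraries (two-sided exact permutation p = 0.1 each, the smallest that 3 against 3 libraries can give, and a share of 10% by chance). In WT cells the differences were 0.18, -0.0732, 0.0312 and 0.133, where the same permutation test gave p = 0.4, 0.1, 0.6 and 0.2. For the mesenchymal list at day 4 plus VC they were -2.06 in D/KO and -1.34 in WT cells, and for chromatin organization 0.528 and 0.556. The paper reads its expression data as mechanistic support for the changes it observed in cell shape, epigenetic state and DNA damage.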

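The genotype difference was tested as the change in D/KO minus the change in WT cells. By day 4 plus VC this difference had a median log2 value of 0.28 (fry adjusted p = 1.52e-10) for DNA repair, 0.55 (fry adjusted p = 2.13e-07) for HR and 0.38 (fry adjusted p = 4.75e-07) for BER. It was 0.40 (fry adjusted p = 2.79e-08) for MMR, 0.32 (fry adjusted p = 3.11e-05) for NER and 0.79 (fry adjusted p = 1.22e-06, from 0.31 to 0.80 over the alternative settings) for AltEJ, while NHEJ was 0.11 (fry adjusted p = 0.416). Without VC at day 4 it was 0.14 (fry adjusted p = 2.30e-05) for DNA repair. Chromatin organization differed by -0.010 (fry adjusted p = 0.81) at day 4 plus VC. Camera called 7 of the 8 repair sets at day 4 plus VC and 1 at day 4.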

Interestingly, the robust upregulation of major DNA repair processes in the Ercc1 model vs. WT suggest a homeostatic process capable of responding to intrinsic molecular and age-related defects that characterized Ercc1 cells.

**FIGURE 3:**
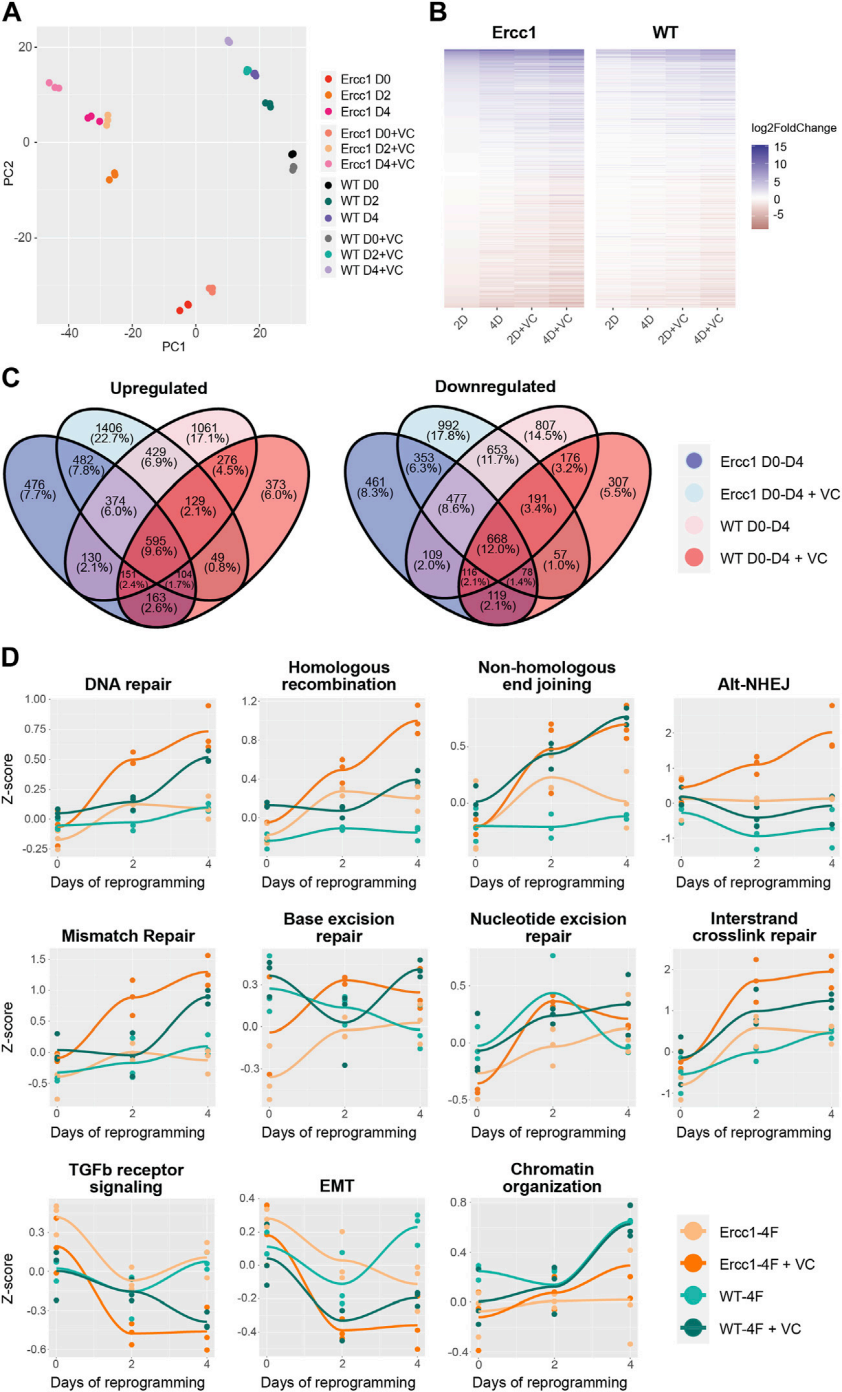
Initation phase reprogramming drives transcriptomic reset and upregulates DNA repair and chromatin organization in Ercc1∆/−. **(A)** Principal component analysis (PCA) of the Ercc1 and WT reprogramming at days 0, 2, and 4 with and without VC enhancement. Principal components 1 and 2 are shown. **(B)** Heat map comparing Ercc1 and WT reprogramming at all timepoints, models, and treatements. Genes with a *p*-value lower than 1e-18 in at least one condition are shown. **(C)** Venn Diagram showing the overlap of significant DEGs (adjusted *p*-value <0.05) in Ercc1 and WT during IP reprogramming with and without VC enhancement. Genes were evaluated using a continuous model over 4 days of reprogramming. **(D)** Reprogramming trajectory visualizations based on median Z-scores of genes from significantly up or downregulated GO pathway including DNA repair, TGFb signaling, EMT, and chromatin organization (n = 3).

### TGFb inhibition alone improves DNA damage phenotypes and rejuvenates the DNA methylation clock

The RNA seq analysis showing downregulation of TGFb signaling and associated epithelial to mesenschymal transition pathways is a well-documented early event of cellular reprogramming following OSKM induction (Maherali et al., 2007; Li et al., 2010; Samavarchi-Tehrani et al., 2010; Mah et al., 2011). In contrast, upregulation of TGFb signaling is a driver of aging phenotypes including cell degeneration, fibrosis, ROS, inflammation, DNA damage, senescence, and stem cell aging (Lyu et al., 2018; Tominaga and Suzuki, 2019; Kim et al., 2021; Liu et al., 2021). Recently our lab observed that inhibition of the TGFb pathway is able to extend lifespan in *C. elegans*, supporting its role in aging and longevity (Schoenfeldt et al., 2022). Based on these observations, we asked whether TGFb inhibition alone could impact DNA damage and the DNA methylation clock in our Ercc1 accelerated aging model in a manner similar to reprogramming (Figure 4A). The TGFb superfamily consists of over 30 subtypes but for this study we focused on canonical TGFb signaling and the bone morphogenic protein pathway (BMP). Both are important for early stage reprogramming as inhibition of TGFb or expression of BMP are important drivers of the MET (Samavarchi-Tehrani et al., 2010; Weiss and Attisano, 2013; Bar-Nur et al., 2014). Specifically, 9 inhibitors that target the TGFb ALK5 receptor and 6 inhibitors that target the BMP ALK2 receptors were screened for 3 days on D/KO fibroblasts. Following a cell viability study to confirm a safe dosage range, a high or low dose of each inhibitor was added to the Ercc1 fibroblasts for 3 days and analyzed for changes to γH2AX using IF and confocal microscopy (Supplementary Figure S4A). All of the ALK5 inhibitors successfully decreased γH2AX levels based on IF, although in some cases it was dose-dependent (Figure 4B). Interestingly, all but one of the ALK2 inhibitors also decreased DNA damage in Ercc1 fibroblasts, although not as effectively as the ALK5 inhibitors, again in a dose dependent manner (Figure 4C). Subsequently, we repeated these experiments with only the top performers including ALK5 inhibitors Repsox and A83-01, ALK2 inhibitor DMH-1, and dual ALK5 and ALK2 inhibitor Vactosertib. Once again, each of the inhibitors decreased the γH2AX signal of Ercc1 fibroblasts below control levels although the ALK2 inhibitor, DMH-1, was less effective than the three ALK5 inhibitors (Supplementary Figure S4B). Subsequently, when nuclear area was calculated based on DAPI staining, DMH-1 was also the only inhibitor not to show a trend towards decreased nuclear size potentially suggesting an association between nuclear size changes and improvements in DNA repair (Supplementary Figure S4). In contrast, other small molecules previously shown to induce pluripotency when applied as a cocktail were unable to decrease γH2AX levels in Ercc1 fibroblasts when applied individually including valproic acid (VPA), CHIR, tranylcypromine (TCP), Forskolin, DZNep, or TTNPB (Supplementary Figure S4C) (Hou et al., 2013; Guan et al., 2022). When the ALK5 inhibitor, Repsox, was combined with 4 days of reprogramming, no added benefit to γH2AX levels was observed (Supplementary Figure S4D). Finally, significant rejuvenation of the DNA methylation clock was observed with 3 of the 4 inhibitors, including Repsox, A83-01, and DMH-1 (Figure 4D). This data demonstrates that ALK5 and ALK2 inhibition is able reduce DNA damage and restore the DNA methylation clock in this Ercc1 accelerated aging model.

**FIGURE 4:**
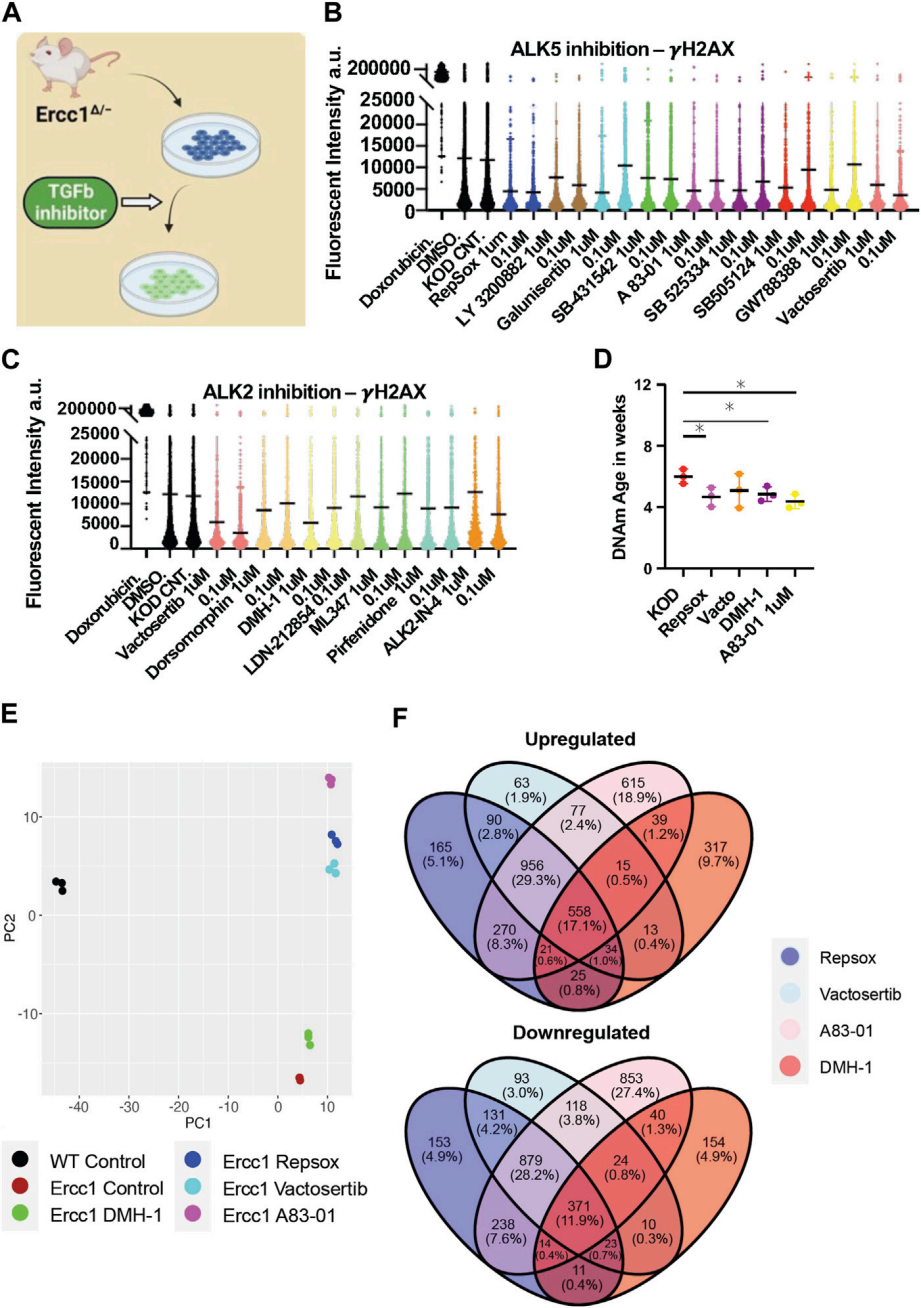
Inhibition of ALK5 or ALK2 receptors improves DNA damage phenotype and resets the DNA methylation clock and transcriptome in Ercc1∆/−. **(A)** Illustration of TGFb inhibitor screen on D/KO Fbs. **(B)** IF quantification of γH2AX mean levels in D/KO Fbs following treatment with ALK5 inhibitors, plated in 96 wells in triplicate and imaged with laser confocal at 40x. **(C)** IF quantification of γH2AX mean levels in D/KO Fbs following treatment with ALK 2 inhibitors, plated in 96 wells in triplicate. **(D)** DNA methylation clock (DNA Methylation Age Skin Final clock) analysis, comparing Repsox (0.1 um), Vactosertib (0.1 um), DMH-1 (1.0 um), and A83-01 (1.0 um) on D/KO Fbs, n = 3, *p < 0.05 according to unpaired *t*-test. **(E)** Principal component analysis (PCA) of Ercc1 cells treated with TGFb inhibitors. Principal components 1 and 2 are shown. **(F)** Venn Diagram showing the overlap of significant genes (adjusted *p*-value <0.05) for the TGFb inhibitors.

RNA-seq analysis was next performed in Ercc1 FBs following treatment with these four TGFb inhibitors to better understand the mechanistic basis for improved DNA damage and a rejuvenated DNA methylation clock with ALK2 or ALK5 inhibition. 

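These data are gene counts from 18 libraries of tail tip fibroblasts, 3 in each of 6 groups: control D/KO cells, D/KO cells after 3 days of Repsox or Vactosertib (0.1 µM) or of DMH-1 or A83-01 (1 µM), and control WT cells. The D/KO cells came from a female mouse of 4 weeks and the WT cells from a female mouse of 14 weeks, so this D/KO line is not the one sequenced for reprogramming. Library totals ran from 17102639 to 30599138 counts, and 15164 genes were tested. Ercc1 was 20.6 ± 0.276 CPM in control D/KO and 18 ± 4.3 CPM in WT cells (mean ± s.d., n = 3), a log2 difference of -0.21 (edgeR adjusted p = 0.317), and 18.1, 17.5, 15 and 20.4 CPM with Repsox, Vactosertib, A83-01 and DMH-1. Against control D/KO cells it was lower with A83-01, by -0.46 on the log2 scale (edgeR adjusted p = 0.0339), and not called with the others. All 18 libraries held Xist counts and none held Ddx3y counts. The 12 TGFb target genes tested had median log2 fold changes of -0.97 with Repsox (fry adjusted p = 6.43e-14), -0.80 with Vactosertib (fry adjusted p = 4.52e-13), -1.18 with A83-01 (fry adjusted p = 6.43e-14) and -0.73 with DMH-1 (fry adjusted p = 2.52e-11). For 7 BMP target genes the medians were 1.50 with Repsox (fry adjusted p = 1.92e-08), 1.28 with Vactosertib (fry adjusted p = 2.83e-08), 1.73 with A83-01 (fry adjusted p = 2.95e-09) and -0.16 with DMH-1 (fry adjusted p = 0.0525).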

Notably, PCA scores show the three ALK5 inhibitors cluster tightly together compared to the ALK2 inhibitor (Figure 4E). 

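PC1 held 71.2% and PC2 18.5% of the variance among the 18 libraries, and each library was nearest to its own group. The ALK5 inhibitor centroids were on average 3.33 ± 0.0763 times as far from DMH-1 as from each other (s.d. over the DMH-1 libraries alone, with the other centroids held fixed). With a variance stabilizing transformation, the alternative that moved this most, they were 3.7 times as far. From the control D/KO centroid, the distance was 40.9 to Repsox, 35.8 to Vactosertib, 50.8 to A83-01 and 7.25 to DMH-1.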

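On PC2, Repsox moved the D/KO cells 121% of the way from control D/KO to WT cells, Vactosertib 105%, A83-01 155% and DMH-1 18.3%. On PC1, which held more of the variance, the same shifts were -16.3%, -16%, -14.6% and -5.2%, where a negative value is a move away from WT cells. Over all tested genes, the distance to WT cells was 103%, 102%, 105% and 99.4% of that of control D/KO cells.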

Interestingly, all 4 inhibitors shifted the D/KO transcriptome along the PC2 axis in the direction of WT cells with the greatest change observed following treatment with A83-01 (Figure 4E). At the same time, Venn diagrams show 558 genes were upregulated and 371 downregulated by all 4 inhibitors indicating similarity in gene expression profile regardless of target receptor (Figure 4F). 

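Against control D/KO cells, the counts at an adjusted p-value under 0.05 in edgeR's test were 2025 up and 1795 down with Repsox, 1795 up and 1559 down with Vactosertib, 2486 up and 2455 down with A83-01 and 904 up and 575 down with DMH-1. All 4 inhibitors shared 521 higher and 330 lower genes, where independent lists of these sizes would share 2.34 and 1.13. All 4 were compared with the same 3 control libraries. With an absolute log2 fold change of at least 1 the shared genes were 165 and 70. The largest fall with each ALK5 inhibitor was in Mmp13, with log2 fold changes of -6.03 for Repsox, -5.30 for Vactosertib and -7.41 for A83-01. The largest fall with DMH-1 was in Prg4, with -2.71.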

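The Reactome spindle checkpoint set (18 genes) had median log2 fold changes of -0.033 with Repsox (fry adjusted p = 0.173), -0.083 with Vactosertib (fry adjusted p = 0.0362), -0.10 with A83-01 (fry adjusted p = 0.0014) and -0.090 with DMH-1 (fry adjusted p = 0.044). A list compiled by hand called Repsox too, with a median of -0.57. The members with the smallest p-values were Bub1b (-1.92), Cdc20 (-1.31) and Ube2c (-1.70) with A83-01.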

Next, gene set enrichment analysis (GSEA) shows significant decreases to spindle checkpoint signaling with Repsox, Vactosertib, and A83-01 but not with DMH-1 (Supplementary Figure S4E). DMH-1 had a unique effect on upregulation of response to virus, response to interferon-gamma, and response to interferon-beta among others based on the GSEA (Supplementary Figure S4E). 

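A list of 23 interferon-stimulated genes had median log2 fold changes of 1.11 with Repsox (fry adjusted p = 0.273), 0.80 with Vactosertib (fry adjusted p = 0.372), 0.92 with A83-01 (fry adjusted p = 0.273) and 3.53 with DMH-1 (fry adjusted p = 0.0439). With DMH-1, all 23 genes were higher, among them Ifit3 (5.34), Oasl2 (5.20) and Ifih1 (2.33). Isg15 had 170, 5648 and 117 counts in the 3 DMH-1 libraries and 49, 52 and 24 in the control D/KO libraries. Leaving out the second DMH-1 library lowered the median to 0.948.

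**Figure D2:**
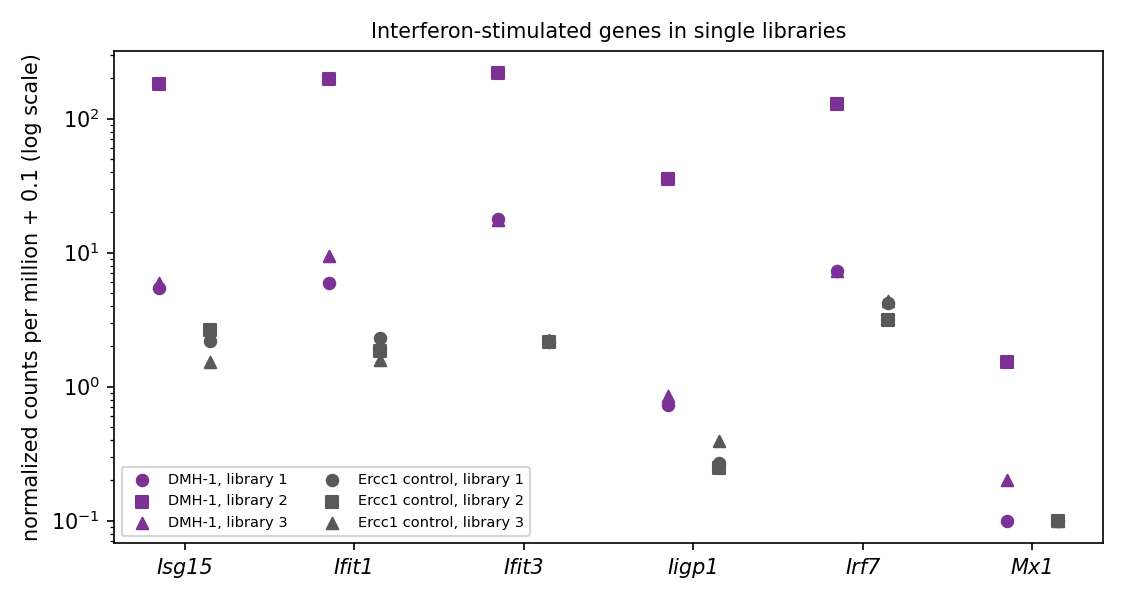
CPM (plus 0.1, log scale) of 6 interferon-stimulated genes in each of the 3 DMH-1 libraries (purple) and each of the 3 control D/KO libraries (grey).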

Repsox uniquely induced upregulation to developmental-related gene sets including embryonic hindlimb morphogenesis, hindlimb morphogenesis, and midbrain development (Supplementary Figure S4E). Reactome analysis showed that DMH-1 also uniquely increased interferon signalling (Supplementary Figure S4E). 

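The Reactome interferon signaling set (90 genes) had a median log2 fold change of 0.17 (fry adjusted p = 0.119) with DMH-1, with 62 genes higher. Within it, interferon alpha/beta signaling was 0.15 (fry adjusted p = 0.0907) and interferon gamma signaling 0.36 (fry adjusted p = 0.0802). For the ALK5 inhibitors the interferon signaling medians were 0.16 with Repsox, 0.18 with Vactosertib and 0.30 with A83-01, and the lowest fry adjusted p was 0.352. A Wilcoxon signed-rank test across genes called the alpha/beta set with DMH-1.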

Interestingly, GO term analysis demonstrated that all four inhibitors significantly downregulated several biological processes including mitotic cell cycle and canonical glycolysis (Supplementary Figure S5A). 

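The mitotic cell cycle set (383 genes) had median log2 fold changes of -0.13 with Repsox (fry adjusted p = 0.00017), -0.14 with Vactosertib (fry adjusted p = 2.65e-05), -0.17 with A83-01 (fry adjusted p = 1.78e-06) and -0.11 with DMH-1 (fry adjusted p = 0.000143). For glycolysis (24 genes) they were -0.63 with Repsox (fry adjusted p = 3.05e-08), -0.51 with Vactosertib (fry adjusted p = 1.17e-07), -0.74 with A83-01 (fry adjusted p = 8.40e-09) and -0.34 with DMH-1 (fry adjusted p = 2.50e-05).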

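The DNA repair set (133 genes) had median log2 fold changes of -0.0047 with Repsox (fry adjusted p = 0.202), -0.063 with Vactosertib (fry adjusted p = 0.0508), -0.073 with A83-01 (fry adjusted p = 0.0113) and -0.020 with DMH-1 (fry adjusted p = 0.643). BER was -0.055 with Repsox (fry adjusted p = 0.271), -0.091 with Vactosertib (fry adjusted p = 0.202), -0.20 with A83-01 (fry adjusted p = 0.0401) and -0.091 with DMH-1 (fry adjusted p = 0.202). No inhibitor changed MMR at a fry adjusted p-value under 0.05, with medians of 0.060 with Repsox, 0.0022 with Vactosertib, -0.062 with A83-01 and -0.050 with DMH-1. With DESeq2's size factors the DNA repair set was also called lower with Vactosertib, at a median of -0.067, and MMR from a hand-compiled list was called lower with A83-01, at -0.19. Without the second Repsox library, fry called the DNA repair set lower with Repsox too.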

In line with previous publications showing TGFb inhibition disrupts DNA repair processes in cancer cells and HSCs, these four inhibitors also disrupted several DNA repair proceses in our Ercc1 FBs (Supplementary Figure S5A) (Zhang et al., 2016; Pal et al., 2017; Liu et al., 2019; Liu et al., 2021). Interesting exceptions include a significant improvement to NER by DMH-1 and a trend towards upregulated ICL repair amongst all (Supplementary Figure S5A). 

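With DMH-1 the NER set had a median log2 fold change of -0.011, 23 of 50 genes being higher (fry adjusted p = 0.946), and a hand-compiled NER list gave 0.017. The Fanconi anemia set, read here for crosslink repair, had medians of -0.11 with Repsox (fry adjusted p = 0.531), -0.14 with Vactosertib (fry adjusted p = 0.137), -0.23 with A83-01 (fry adjusted p = 0.0937) and 0.00011 with DMH-1 (fry adjusted p = 0.835).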

Together this data shows ALK5 and ALK2 inhibitors are capable of decreasing the DNA damage marker γH2AX and restoring the DNA methylation clock in Ercc1 fibroblasts while sharing some changes to the transcriptomic profiles.

### TGFb inhibition phenocopies aspects of initiations phase cellular reprogramming

To investigate and compare shared rejuvenation processes between cellular reprogramming and TGFb inhibition, we next evaluated significant transcriptomic changes among the different treatments. 

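Among the 14704 genes tested in both data sets, 1451 were higher and 1178 lower with all 3 ALK5 inhibitors at an adjusted p-value under 0.05 in edgeR's test. Some of these moved the other way at D/KO day 4: 245 were lower there, where 291 would be by chance, and 104 were higher, where 209 would be.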

Notably, a heatmap of significantly up or downregulated genes among the different treatments indicate a similar profile (Figure 5C). Specifically, 684 shared DEGs were upregulated and 627 downregulated following treatment with the ALK5 inhibitors Repsox, A83-01, Vactosertib, and reprogramming at day 4 (Figure 5A). 

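At an adjusted p-value under 0.05 in edgeR's test, 649 genes were higher with all 3 ALK5 inhibitors and at D/KO day 4, where 258 would be by chance given the genes all 3 inhibitors share. For lower genes the numbers were 639 and 236. A log2 fold change of at least 1 in every comparison left 211 higher and 143 lower genes. The D/KO lines of the 2 data sets differ, one from a male and one from a female mouse.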

Notably, gene expression changes induced by the 4 inhibitors shared a positive correlation with gene expression changes induced by reprogramming (Figure 5B). 

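Over the genes tested in both data sets, Pearson's r between log2 fold changes was positive for all 16 pairs of a reprogramming time point and an inhibitor. At day 2, r was 0.211, 0.217, 0.215 and 0.18 for Repsox, Vactosertib, A83-01 and DMH-1, and at day 2 plus VC it was 0.0967, 0.103, 0.0604 and 0.111. No p-value is given because genes are not independent replicates.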

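Between D/KO day 4 and the inhibitors, r was 0.311, 0.309, 0.335 and 0.225 for Repsox, Vactosertib, A83-01 and DMH-1, and Spearman's rho 0.289, 0.28, 0.32 and 0.185. Keeping genes with low counts moved r the most, to 0.117, 0.0958, 0.132 and 0.070.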

The strongest correlation was observed between the three ALK5 inhibitors and D4 reprogramming (Figure 5B, Supplementary Figure S5B). Interestingly, A83-01 was the closest in transcriptomic profile to day 4 reprogramming while Repsox was the closest to D4 enhanced reprogramming (Figure 5B, Supplementary Figure S5B). 

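With D/KO day 4 plus VC, r was 0.117, 0.111, 0.0704 and 0.101 for Repsox, Vactosertib, A83-01 and DMH-1. Spearman's rho was 0.0609, 0.0427, -0.00651 and 0.0295, so its sign changed for A83-01. With day 0 without VC as the baseline, r was 0.156 for A83-01 and 0.14 for Repsox, which changes the order of these inhibitors.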

The top GO terms that were significantly downregulated with either reprogramming or the TGFb inhibitors include external encapsulating structure organization, extracellular matrix organization, extracellular structure organization, collagen fibril organization, skeletal system development and protein hydroxylation (Figure 5D). 

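The Reactome set for extracellular matrix organization had a median log2 fold change of -0.43 (fry adjusted p = 4.41e-09) at D/KO day 4, and -0.27 with Repsox (fry adjusted p = 0.00321), -0.26 with Vactosertib (fry adjusted p = 0.0146), -0.30 with A83-01 (fry adjusted p = 0.0031) and -0.087 with DMH-1 (fry adjusted p = 0.387). In the Reactome set for collagen formation, the members with the smallest p-values under A83-01 were Plod1 (-2.42), Plod2 (-2.13) and Col7a1 (-2.72).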

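For steroid synthesis the set read here was Reactome cholesterol biosynthesis (22 genes), with a median log2 fold change of 0.71 at D/KO day 4 (21 genes higher, fry adjusted p = 2.17e-09). With the inhibitors it was 0.28 with Repsox (fry adjusted p = 2.02e-05), 0.20 with Vactosertib (fry adjusted p = 0.00122), 0.077 with A83-01 (fry adjusted p = 0.00822) and -0.25 with DMH-1 (fry adjusted p = 3.44e-05), so DMH-1 lowered it. Members with the smallest p-values were Idi1 (0.43), Sqle (0.28) and Tm7sf2 (0.74) with A83-01.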

The most significantly upregulated GO terms shared by both D4 reprogramming and TGFb inhibition include steroid biosynthetic process, regulation. Of steroid biosynthetic process, alcohol biosynthetic process, organic hydroxyl compound metabolic process, epidermal cell differentiation, and alcohol metabolic process (Figure 5D). Reactome analysis of shared processes between reprogramming and Repsox, A83-01, and Vactosertib showed upregulation of complement cascade and downregulation of collagen formation and ECM organization (Figure 5E).

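The complement cascade set (20 genes) had median log2 fold changes of 0.37 with Repsox (fry adjusted p = 1.18e-05), 0.64 with Vactosertib (fry adjusted p = 3.92e-06), 0.88 with A83-01 (fry adjusted p = 1.17e-07) and 0.35 with DMH-1 (fry adjusted p = 0.00181). At D/KO day 4 its median was -0.17 with 8 genes higher, while fry, which weighs the size of each gene's change, gave the direction as up (adjusted p = 3.77e-05). Keeping only genes with at least 10 counts in every library turned that median to 0.15. Collagen formation was -0.65 (fry adjusted p = 3.89e-07) at D/KO day 4 and -0.62 with Repsox (fry adjusted p = 8.41e-05), -0.50 with Vactosertib (fry adjusted p = 0.00105), -0.50 with A83-01 (fry adjusted p = 0.000149) and -0.25 with DMH-1 (fry adjusted p = 0.0646).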

**FIGURE 5:**
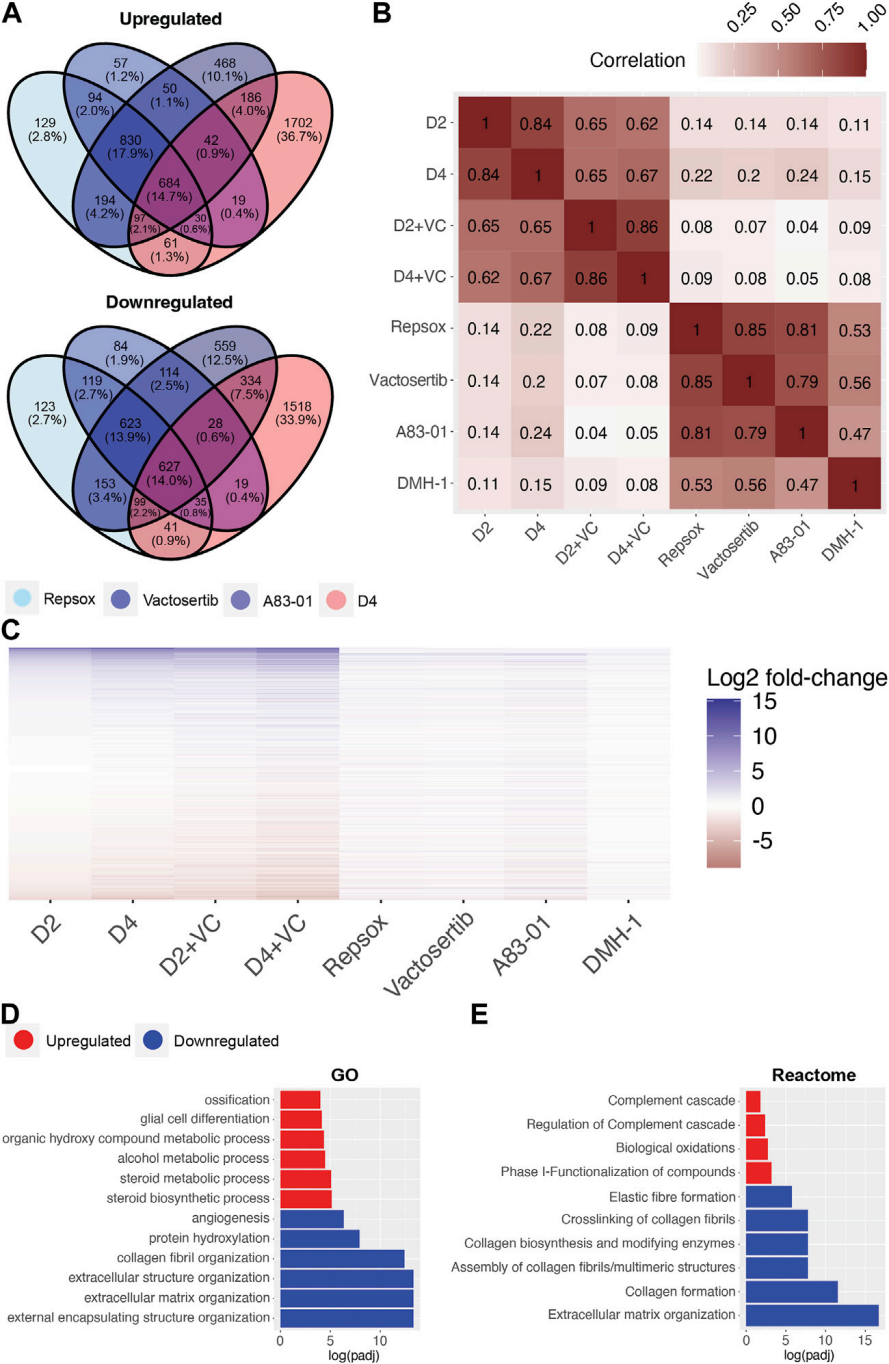
Transcriptomic comparison of Initation phase reprogramming with TGFb inhibition in Ercc1∆/−. **(A)** Venn Diagram showing the overlap of significant genes (adjusted *p*-value <0.05) for ALK5 inhibitors and 4 days of reprogramming. **(B)** Pairwise correlation between the log2 fold-changes of the filtered gene set (n = 16,883) of Ercc1 reprogramming and ALK5 or ALK2 inhibitors. **(C)** Heat map comparing Ercc1 reprogramming with TGFb inhibitors. Genes with a *p*-value lower than 1e-10 in at least one condition are shown. **(D,E)** GO and Reactome analysis of the intersect of significant genes as evaluated in 5A. Terms with the top six upregulated (red) and downregulated (blue) assessed by log (adjusted *p*-value) are shown.

Interestingly, significant differences were noted when comparing the transcriptomic effects of reprogramming vs. TGFb inhibition on DNA repair processes even though both improved the DNA damage phenotype. Specifically, TGFb inhibition significantly downregulated multiple DNA repair processes in Ercc1 fibroblasts including AltEJ, NHEJ, and HR among others while reprogramming significantly upregulated them (Supplementary Figure S5A, Supplementary Figure S3B). 

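With the inhibitors, HR had median log2 fold changes of -0.15 with Repsox (fry adjusted p = 0.000768), -0.26 with Vactosertib (fry adjusted p = 5.12e-05), -0.25 with A83-01 (fry adjusted p = 5.85e-05) and -0.13 with DMH-1 (fry adjusted p = 0.0014). AltEJ was -0.18 with Repsox (fry adjusted p = 0.0284), -0.29 with Vactosertib (fry adjusted p = 0.00456), -0.27 with A83-01 (fry adjusted p = 0.0093) and -0.11 with DMH-1 (fry adjusted p = 0.0825). NHEJ was -0.097 with Repsox (fry adjusted p = 0.00297), -0.045 with Vactosertib (fry adjusted p = 0.11), -0.028 with A83-01 (fry adjusted p = 0.407) and 0.019 with DMH-1 (fry adjusted p = 0.333), and with a filter of at least 10 counts in every library it was called lower with Vactosertib too, at -0.060. At D/KO day 4 without VC the medians were 0.24 (fry adjusted p = 0.00088) for HR, 0.053 (fry adjusted p = 0.00229) for AltEJ and 0.069 (fry adjusted p = 0.00251) for NHEJ.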

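NER had a median log2 fold change of 0.024 (fry adjusted p = 0.848) with Repsox, 0.015 (fry adjusted p = 0.848) with Vactosertib and -0.048 (fry adjusted p = 0.558) with A83-01. From a hand-compiled list the Vactosertib median was -0.049, of the other sign and not called. In reprogrammed D/KO cells the NER median was 0.15 (fry adjusted p = 0.0116) at day 4.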

At the same time, only DMH-1 matched reprogramming by significantly upregulating NER, while Repsox and Vactosertib showed a trend towards improvement (Supplementary Figure S5A). In sum, this transcriptomic data demonstrates that TGFb inhibition and initiation phase reprogramming share a strong correlation in changes to gene expression. 

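Pearson's r was also taken over genes whose log2 fold change stayed under 1 in size in both comparisons. Between D/KO day 4 and the inhibitors it was then 0.242 for Repsox, 0.225 for Vactosertib, 0.253 for A83-01 and 0.129 for DMH-1. Between D/KO day 4 plus VC and the inhibitors it was 0.00617, -0.00309, -0.0511 and -0.0299. From the overlap with day 4 and the correlations, the paper concludes that TGFb inhibition and reprogramming change gene expression in a strongly correlated way.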

At the same time, reprogramming induces a more robust effect, especially on DNA repair processes in our reprogrammable Ercc1 aging model.

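In total 5858 genes changed at D/KO day 4 and 8564 at day 4 plus VC, against 3820 with Repsox, 3354 with Vactosertib, 4941 with A83-01 and 1479 with DMH-1 (adjusted p-value under 0.05 in edgeR's test). In fits of only the groups compared, the D/KO day 4 count was 4251, below A83-01 (5866) and Vactosertib (4317). Repsox then had 2256, DMH-1 1910 and D/KO day 4 plus VC 7136. Of the 8 repair sets, fry called 3 lower with Repsox, 2 with Vactosertib, 4 with A83-01 and 1 with DMH-1, and none higher. Camera called 0 with any inhibitor, and at an unadjusted p-value under 0.05 it had 1 lower set with Vactosertib and 0 with the others. From the higher repair sets in reprogrammed cells and the lower ones in treated cells, the paper concludes that reprogramming acts more robustly on DNA repair.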

## Discussion

Although the age ameliorating effects of *in vivo* partial reprogramming have been well documented, the mechanistic drivers of rejuvenation by reprogramming are currently lacking (Singh and Newman, 2018). Interestingly, the robust alterations to biological processes that occurs during the initiation phase of cellular reprogramming including proliferation, chromatin modification, DNA damage repair, MET, and RNA processing are well characterized and could potentially represent mechanistic drivers of longevity (Samavarchi-Tehrani et al., 2010; Koche et al., 2011; Buganim et al., 2012; Hansson et al., 2012; Polo et al., 2012; Benevento et al., 2014). For these reasons, we investigated the relationship between these early reprogramming induced changes and their impact on aging phenotypes. Specifically, we developed a reprogrammable DNA damage model of accelerated aging, Ercc1^∆/−^ 4Fj^+/−^ rtTA^+/−^, in order to test the impact of initiation phase reprogramming on a key driver of aging, genomic instability. As OSKM inhibits TGFb signaling and drives the MET during initiation phase reprogramming, we investigated the mechanistic basis of rejuvenation via cellular reprogramming by comparing it to TGFb inhibition (David and Polo, 2014). Due to the slow, stochastic, and asynchronous reprogramming process which confounds molecular studies in bulk cultures we also utilized a previously defined enhanced method of cellular reprogramming by adding ascorbic acid and CHIR-99021 to the culture media (Li et al., 2009; Bar-Nur et al., 2014; Liu et al., 2022).

Here we observed that OSKM expressing Ercc1 cells undergo robust reprogramming induced changes to morphology, nuclear size, epigenome, transcriptome, and homeostasis related DNA repair processes. Striking improvements to the DNA damage marker γH2AX in our Ercc1 fibroblasts with a defective repair process occurred within 2 days of pluripotency factor expression. At the same time, the elevated heterochromatin markers H3K9me3 and H4K20me3 were significantly restored following enhanced reprogramming for 2 and 4 days. Most notably, DNA methylation clock analysis shows significant rejuvenation in these Ercc1 cells after 4 days of enhanced reprogramming. RNA sequencing analysis of the transcriptome showed several GO processes were upregulated significantly including DNA repair, chromatin organization, and mitotic cell cycle. This is consistent with pluripotency transcription factors being upstream of DNA repair mechanisms, particularly those acting on DNA double-strand breaks marked by γH2AX (Lu et al., 2022). Simultaneously, TGFb signaling and EMT processes were significantly downregulated.

As TGFb signaling is a driver of many aging phenotypes, we further investigated the importance of this signaling pathway to reprogramming induced rejuvenation via inhibition of the TGFb receptor ALK5 or the BMP receptor ALK 2 (Weiss and Attisano, 2013; Tominaga and Suzuki, 2019). Interestingly, nearly every TGFb inhibitor tested significantly decreased γH2AX levels in Ercc1 fibroblasts. The ALK5 inhibitors showed a more robust impact than ALK2 inhibitors on γH2AX levels while also decreasing nuclear size, a common phenotype observed during reprogramming. The lack of effect on nuclear size by ALK2 inhibition is in line with previous reports that show BMP signaling plays a role in driving MET during reprogramming (Samavarchi-Tehrani et al., 2010). Importantly improvement of the epigenetic clock was observed following treatment with 3 of 4 TGFb inhibitors ableit with a distinct transcriptomic profile for the ALK5 and ALK2 inhibitors. Further analysis showed a strong correlation between TGFb inhibition and cellular reprogramming based on similar changes to hundreds of DEGs. Interestingly, the robust changes to DNA repair based on GO pathway analysis was unique to OSKM expression. Previous work has shown that activation of the TFGb pathway promotes genomic instability and induces HR defects while inhibition reduces DNA damage, senescence, and aging phenotypes (Kanamoto et al., 2002; Liu et al., 2014; Pal et al., 2017; Tominaga and Suzuki, 2019). Interestingly, TGFb inhibition has a disruptive effect on many DNA repair processes while selectively promoting others in a cell type specific manner similar to our observations (Zhang et al., 2016; Liu et al., 2021).

Although initiation phase reprogramming in WT and Ercc1 fibroblasts was capable of ameliorating the DNA damage marker γH2AX, the scale of effect was far more robust in the DNA damage model as demonstrated by significant increases in all major DNA repair processes. This data suggests that cellular reprogramming is sensitive to intrinsic cell state cues and drives a restoration of homeostatic function and youthful molecular phenotypes. Similarly, *in vivo* partial reprogramming studies show a more robust improvement to lifespan in progeria models indicating an ability to respond to deleterious cell states (Ocampo et al., 2016; Alle et al., 2022) Previously, it was shown improved DNA repair via overexpression of the HR protein Rad51 enhances reprogramming efficiency (Lee et al., 2016). In our 4F Ercc1 fibroblasts, we observed the most significant reprogramming-induced rejuvenation coincided with upregulation of multiple DNA repair pathways. Recently maturation phase transient reprogramming for 13 days was shown to reverse the epigenetic clock in aged donors by up to 30 years but longer periods saw diminished benefits (Gill et al., 2022). Other groups have shown a single short burst of reprogramming *in vivo* is sufficient to ameliorate aging hallmarks and tissue-specific physiology (Alle et al., 2022). The precise mechanism of rejuvenation involved is unknown although several studies, including ours, supports a mechanistic contribution from the epigenetic remodeling process (Manukyan and Singh, 2014; López-León et al., 2017; Kane and Sinclair, 2019; Lu et al., 2020; Yang et al., 2023). Importantly, by inducing initiation phase reprogramming in an Ercc1 model with an accelerated epigenetic clock, we observed early reprogramming coincided with TGFb inhibition, improved homeostasis, DNA repair, and epigenetic rejuvenation. Notably, attempts to replicate OSKM-induced TGFb inhibition with small molecule inhibitors phenocopied improvements to the epigenetic clock in this Ercc1 model while decreasing the DNA damage marker γH2AX. Transcriptomic comparisons between cellular reprogramming and TGFb inhibitors of the ALK5 and ALK2 receptors were positively correlated and shared similar changes to hundreds of DEGs. At the same time, the robust upregulation of DNA repair processes via initiation phase reprogramming compared to TGFb inhibition alone suggests a different mechanistic route to DNA damage repair.

In conclusion, delineating the specific basis of rejuvenation remains difficult and potentially confounded by the multifactorial sequence of events necessary for reprogramming to proceed. The data here supports the premise that TGFb inhibition is a mechanistic contributor to rejuvenation induced by cellular reprogramming. This work sets the stage for further mechanistic investigations into the early events of reprogramming to better understand the associated drivers of rejuvenated phenotypes.

## Methods

### Animal housing

These experiments were performed in accordance with Swiss legislation and after approval from the local authorities (Cantonal veterinary office, Canton de Vaud, Switzerland). Mice were housed in groups of five per cage or less with a 12h light/dark cycle between 06:00 and 18:00 in a temperature-controlled environment at 25°C and humidity between 40% and 70%, with access to water and food. Wild type, premature aging, and programmable mouse models generated were housed together in the Animal Facilities of Epalinges and Department of Biomedical Science of the University of Lausanne.

### Mouse strains

Ercc1^∆/−^ mice and littermate controls Ercc1^+/+^ were generated in a C57BL6J|FVB hybrid background as previously generated and described by de Waard et al. (2010). Reprogrammable 4Fj^+/−^ rtTA^+/−^ Ercc1^∆/−^ (4F.D/KO) and 4Fj^+/−^ rtTA^+/−^ Ercc1^+/+^ (4F.WT) mice strains were generated in a C57BL6J|FVB hybrid background following crosses with the previously described 4Fj mouse developed by Carey et al. (2010). Previously described wildtype reprogrammable cells with an Oct4-EGFP reporter were derived from mice carrying a polycistronic cassette containing Oct4, Sox2, Klf4, c-Myc, and a single allele EGFP in the Col1a1 locus (OKSM) (Stadtfeld et al., 2010).

### Mouse monitoring and euthanasia

All mice were monitored three times per week for their activity, posture, alertness, body weight, presence of tumors or wound, and surface temperature. Males and females were euthanized at by CO_2_ inhalation (6 min, flow rate 20% volume/min). Subsequently, tail tip fibroblasts were harvested and cultured.

### Cell culture and maintenance

Tail tip fibroblasts (TTF) were extracted from mice using Collagenase I (Sigma, C0130) and Dispase II (Sigma, D4693) and cultured in DMEM (Gibco, 11960085) containing 1% non-essential amino acids (Gibco, 11140035), 1% GlutaMax (Gibco, 35050061), 1% Sodium Pyruvate (Gibco, 11360039) and 10% fetal bovine serum (FBS, Hyclone, SH30088.03) at 37°C in hypoxic conditions (3% O2). Subsequently, fibroblasts were cultured and passaged (3 or less) according to standard protocols. Reprogrammable TTF cells used in experiments were from young mice, including 4Fj^+/−^ rtTA^+/−^ Ercc1^∆/−^ and 4Fj^+/−^ rtTA^+/−^ Ercc1^+/+^ (8 week old male), and 4FJ^+/−^ OCT4-GFP TTF (22 week old female). Non-reprogramming Ercc1 TTF used include Ercc1^∆/−^ and Ercc1^+/+^ (8 week old male) TGFb inhibitors were applied for 3 days, relevant to 2 or 4 days of reprogramming, and used Ercc1^∆/−^ cells (4 week old female) and Ercc1^+/+^ TTF cells (14 week old female). Induction of the OSKM reprogramming factors *in vitro* followed treatment with doxycycline 2ug/mL in culture media for the specified time points. Enhanced reprogramming followed the same protocols but added fresh ascorbic acid (50ug/mL) and CHIR-99201 (3uM) as previously reported (Bar-Nur et al., 2014).

### Immunofluorescence staining

Following experiments in 96 well plates or 24 well plates, TTF were washed with fresh PBS and fixed with 4% paraformaldehyde (Roth, 0964.1) in PBS at room temperature (RT) for 15 min. Then cells were washed 3 more times, followed by blocking and permeabilization step in 1% bovine serum albumin (Sigma, A9647-50G) in PBST (0.2% Triton X-100 in PBS) for 1 h (Roth, 3051.3). TTF were then incubated at 4°C overnight with a primary antibody, washed in PBS, followed by incubation with a secondary antibody and DAPI staining at room temp. for 1 h. If performed in 24 well plates, coverslips were used and mounted with Fluoromount-G (Thermofisher, 00–4958–02), dried at RT in the dark, and stored at 4°C until ready to image or −20°C for long-term.

### Immunofluorescence imaging

Confocal image acquisition was performed using the NIKON Ti2 Yokogawa CSU-W1 Spinning Disk, using the ×100 objective and with 15 z-sections of 0.3 μm intervals. Lasers for each antibody were selected (405 nm and 488 nm) with a typical laser intensity set. Exposure time and binning were established separately to assure avoidance of signal saturation.

### Antibodies and compounds

Antibodies include: Abcam: anti-H3K27me3 (ab192985); Cell Signaling: anti-H3K9me3 (13,969), anti-H4K20me3, anti-γH2AX (9718); Roth: DAPI (6843.1) Compounds include: Cayman; Valproic Acid (13,033), CHIR99021 (13,122), Repsox (14,794), Forskolin (11,018), Doxorubicin (15,007); Acros Organics: TCP (130472500); APExBIO: DZNep (A8182); Seleckchem: TTNPB (S4627); Roth: X-beta-Gal (2315.3), Ascorbic Acid (Sigma).

### Flow cytometry

Cells were stained with Thy1.2-APC and SSEA1-PE (Biolegend). Cells were fixed in BD Fixation and Permeabilization Solution. A Bechman Coulter Cytoflex S flow cytometer determined cellular subpopulation ratios.

### RNA sequencing, processing, analysis

Total RNA and DNA was extracted from the same samples. Total RNA was extracted from cell samples in triplicate using the Qiagen AllPrep DNA/RNA Micro Kit (New England Biolab) and protocols were followed. Total RNA concentrations were determined using the Qubit RNA BR Assay Kit (Thermofisher, Q10211).

The RNA-Seq library preparation and sequencing was done by Novogene (United Kingdom) Company Limited on an Illumina NovaSeq 6000 in 150 bp paired-end mode. Raw FASTQ files were evaluated for quality, adapter content and duplication rates with FastQC. Reads were trimmed using TrimGalore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/)! and aligned to the GRCm39 mouse genome assembly using Hisat2 (https://doi.org/10.1038/s41587-019-0201-4). Number of reads per gene were measured using the featureCounts function in the subread package (Liao et al., 2013).

All subsequent analysis was performed in R. DESeq2 was used to normalize raw read counts and perform differential gene expression analysis (doi:10.1186/s13059-014-0550–8). Ensembl gene IDs were mapped to gene symbols via the mapIds function in the AnnotationDbi package (Pagès H, Carlson M, Falcon S, Li N (2023). *AnnotationDbi: Manipulation of SQLite-based annotations in Bioconductor*) with an org. Mm.e.g.,.db reference package (Carlson M (2019). *Org. Mm.e.g.,.db: Genome wide annotation for Mouse*). The clusterProfiler package (doi:10.1089/omi.2011.0118, doi:10.1016/j.xinn.2021.100141) was used to perform gene set enrichment analysis (GSEA) on gene ontology and Reactome terms.

### DNA extractions

Total DNA was extracted from cells, in triplicate, using the Qiagen AllPrep DNA/RNA Micro Kit (New England Biolab) and protocols were followed. Total DNA concentrations were determined with the Qubit DNA BR Assay (Thermofisher, Q10211).

### DNA methylation clock

Methylation data was generated via the HorvathMammalMethylChip (Arneson et al., 2022) and normalized with the SeSaMe method (Zhou et al., 2018). Human methylation data were generated on the Illumina EPIC array platforms which profiles 866k cytosines. The noob normalization method was used and implemented in the R function preprocess Noob. The DNAm age was estimated using the DNAm Age Skin Final clock algorithm (Boroni et al., 2020).

### MTS cell proliferation assay

Cell viability was performed with Tetrazolium MTS assay. Cells were cultured for 1 day in 96-well plates and treated with small molecules for 3 consecutive days prior to incubation with 120 μL fresh media containing 20 μL of CellTiter 96^®^ AQueous One Solution (Promega, G3580) for 1–4 h at 37°C in a humidified, 5% CO2 atmosphere. The absorbance was determined at 490 nm using a BioTek Epoch 2 microplate reader. The proportion of viable cells was determined as a ratio between the observed optical density (OD) compared to control OD.

### Quantification and statistical analysis

Analysis of immunofluorescence microscopy images was performed using FIJI. Typically, 20 different ROIs were imaged at 100x from each well from three experiments unless otherwise noted. Maximal projections of z-stacks were analyzed and total fluorescence intensity per cell and total nuclear area were determined.

All statistical analysis, statistical significance and n values are reported in the figure legends. Statistical analyses were performed using GraphPad Prism 9.0.0.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc&GSE231853, GSE231853.

# Supplementary material for: Initiation phase cellular reprogramming ameliorates DNA damage in the ERCC1 mouse model of premature aging
**Source:** Front Aging. 2024 Jan 23;4:1323194. doi: 10.3389/fragi.2023.1323194
**Supplement:** Supplementary file 1

## *Supplementary Material*

### Supplementary Figures

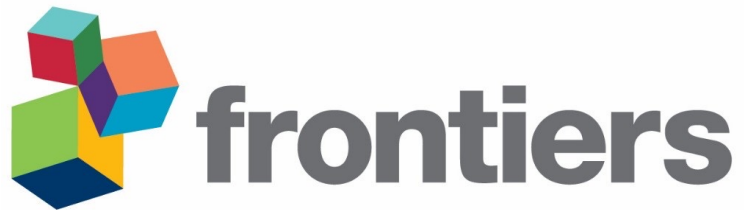

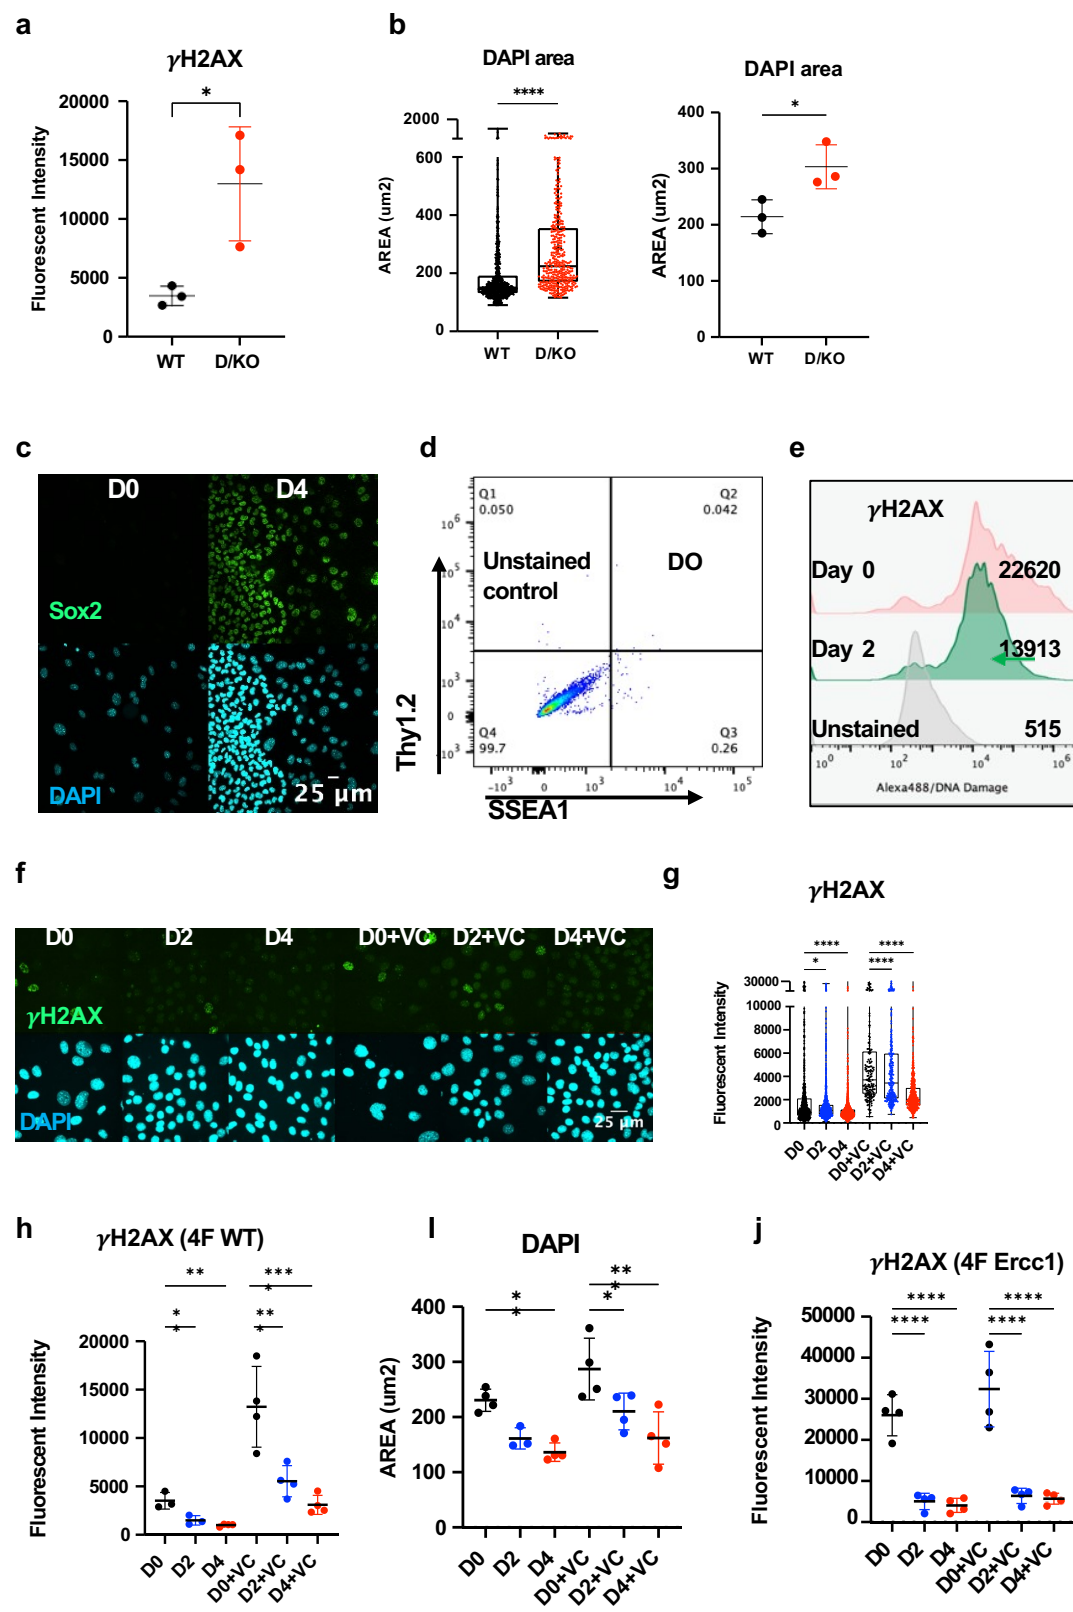

Fig. S1

**Figure S1: Initiation phase reprogramming in 4Fj<sup>+/-</sup> rtTA<sup>+/-</sup> Ercc1<sup>Δ/-</sup> accelerated aging model promotes DNA damage repair.**

(a) Quantification of  $\gamma$ H2AX IF from 3 experiments in fibroblasts from wildtype (WT) and Ercc1<sup>Δ/-</sup> (D/KO) mice, imaged with Nikon laser confocal spinning disc, according to unpaired t-test, \*  $p < 0.05$ . (b). Quantification of DAPI in fibroblasts from wildtype (WT) and Ercc1<sup>Δ/-</sup> (D/KO) mice, imaged with Nikon laser confocal spinning disc, according to Mann-Whitney test, \*\*\*\*  $p < 0.0001$ . Quantification of DAPI area from 3 experiments in fibroblasts from wildtype (WT) and Ercc1<sup>Δ/-</sup> (D/KO) mice, imaged with Nikon laser confocal spinning disc, according to unpaired t-test, \*  $p < 0.05$ . (c) IF image of Sox2 and DAPI in 4F.D/KO Fbs after 4 days doxycycline induction, 40x (d) FACS unstained control for analysis of reprogramming Fbs markers Thy1.2 and SSEA1. (e) FACS analysis  $\gamma$ H2AX levels following reprogramming of 4F.D/KO Fbs at day 0, day 2, and unstained control. (f) IF images of  $\gamma$ H2AX and DAPI during representative time course analysis of 4F.WT Fb +/-VC at 100x. (g) Quantification of  $\gamma$ H2AX images during time course shows significantly decreased levels at day 2 and day 4 according to one way ANOVA, \*\*\*\*  $p < 0.0001$ . (h) Quantification of mean  $\gamma$ H2AX levels in 4F WT from 3 or 4 experiments during time course shows significant decrease to levels at day 2 and day 4 according to one way ANOVA, \*\*  $p < 0.01$ . (i) Quantification of DAPI area during time course shows decrease in size at day 2 and day 4 based on mean values of 4 experiments according to one way ANOVA, \*\*\*  $p < 0.001$ , \*\*  $p < 0.01$ , \*  $p < 0.05$ . (j) Quantification of mean  $\gamma$ H2AX levels in 4F D/KO from 4 experiments during time course shows significant decrease to levels at day 2 and day 4 according to one way ANOVA, \*\*  $p < 0.0001$ .

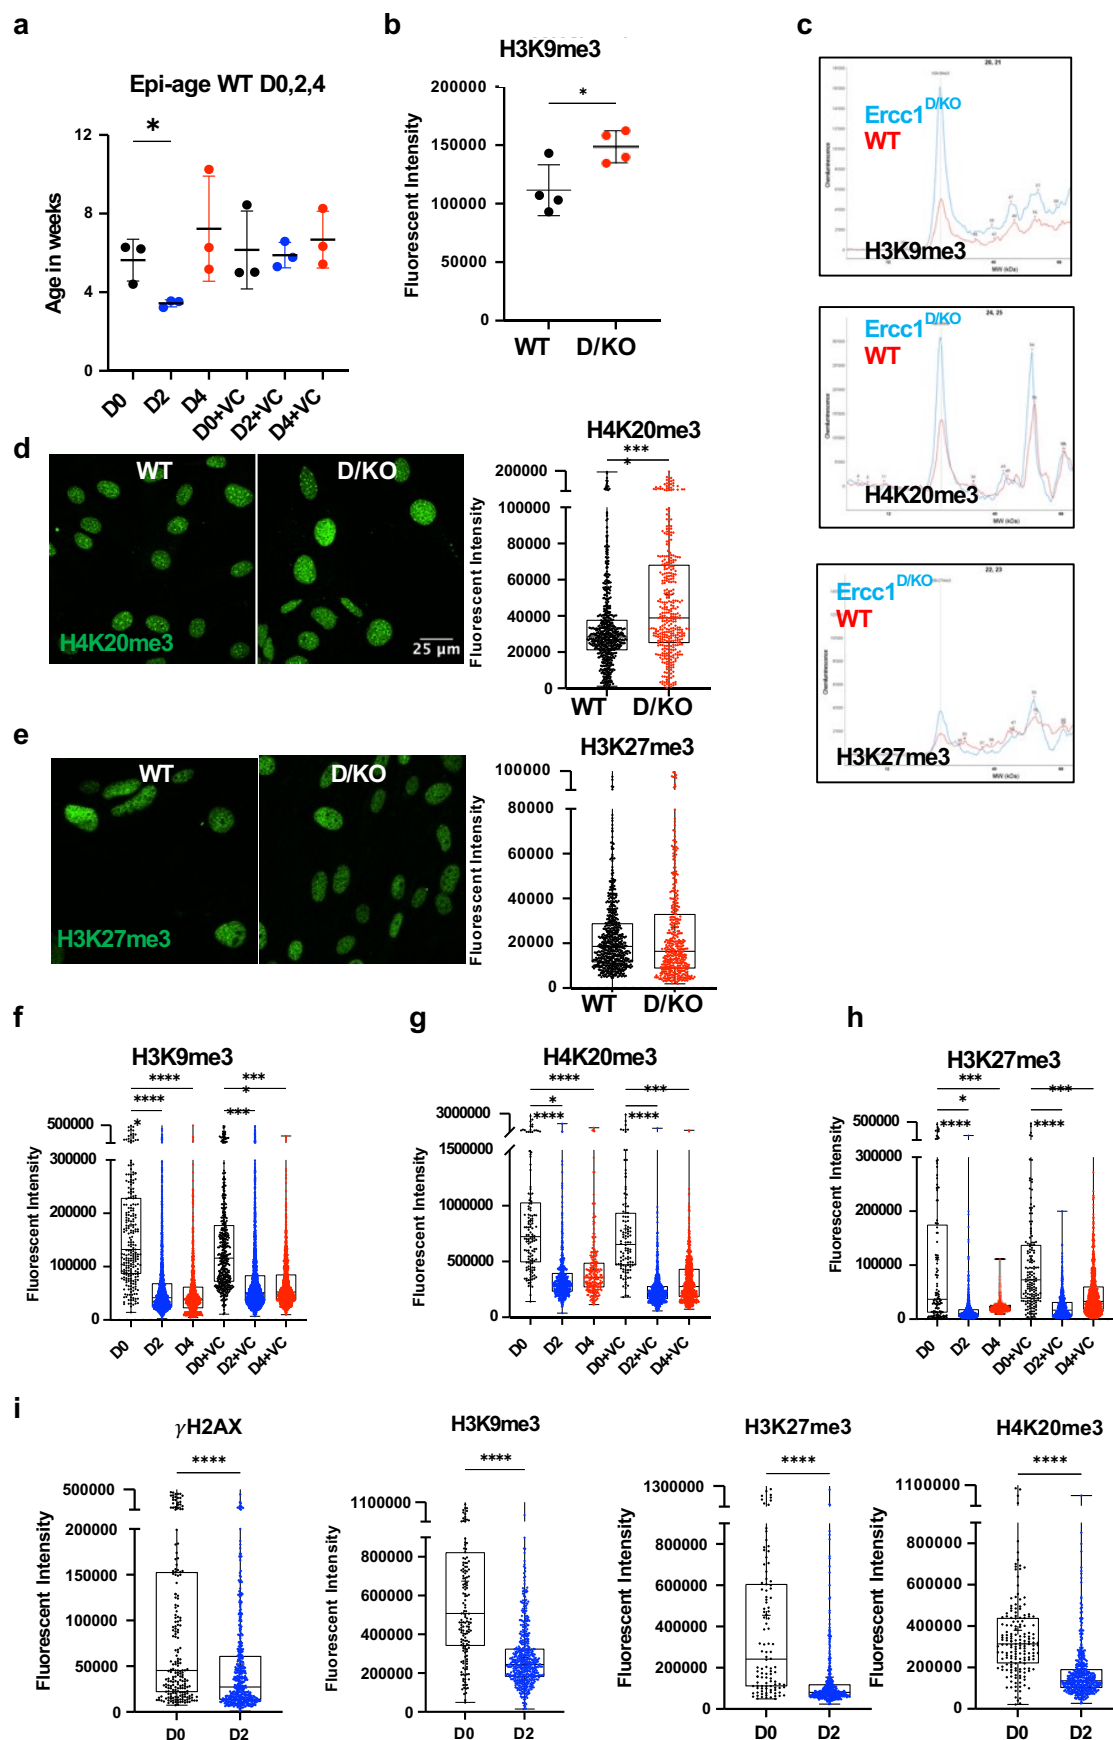

**Fig. S2**

**Figure S2: DNA methylation clock is restored in *Erccl*<sup>Δ/-</sup> following short term reprogramming.**

**(a)** DNA Methylation Age Skin Final clock analysis of WT Fb during time course, n = 3, \* p<0.05 according to unpaired t-test. **(b)** Quantification of mean values of H3K9me3 levels in fibroblasts from WT and D/KO mice (n=4) according to unpaired t-test, \* p<0.05. **(c)** Western capillary chemiluminescence quantification shows increased H3K9me3 and H4K20me3, with unchanged H3K27me3 in fibroblasts from D/KO vs WT mice (n=1 each). **(d)** IF and quantification shows increased H4K20me3 in fibroblasts from D/KO mice vs WT, imaged with Nikon laser confocal spinning disc, according to Mann-Whitney test, \*\*\*\* p<0.0001 **(e)** IF quantification shows unchanged H3K27me3 in fibroblasts from WT and D/KO mice, imaged with Nikon laser confocal spinning disc. **(f, g, h)** IF quantification of 2<sup>nd</sup> experiment shows significantly decreased H3K9me3, H4K20me3, and H3K27me3 levels during time course in 4F.D/KO Fbs after 2 and 4 days doxycycline induction with or without VC at 100x according to Kruskal-Wallis test, \* p<0.000. **(i)** IF quantification of 3<sup>rd</sup> experiment shows  $\gamma$ H2AX, H3K9me3, H4K20me3, and H3K27me3 in 4F.D/KO Fbs after 2 doxycycline induction at 100x according to Mann-Whitney test, \* p<0.000.

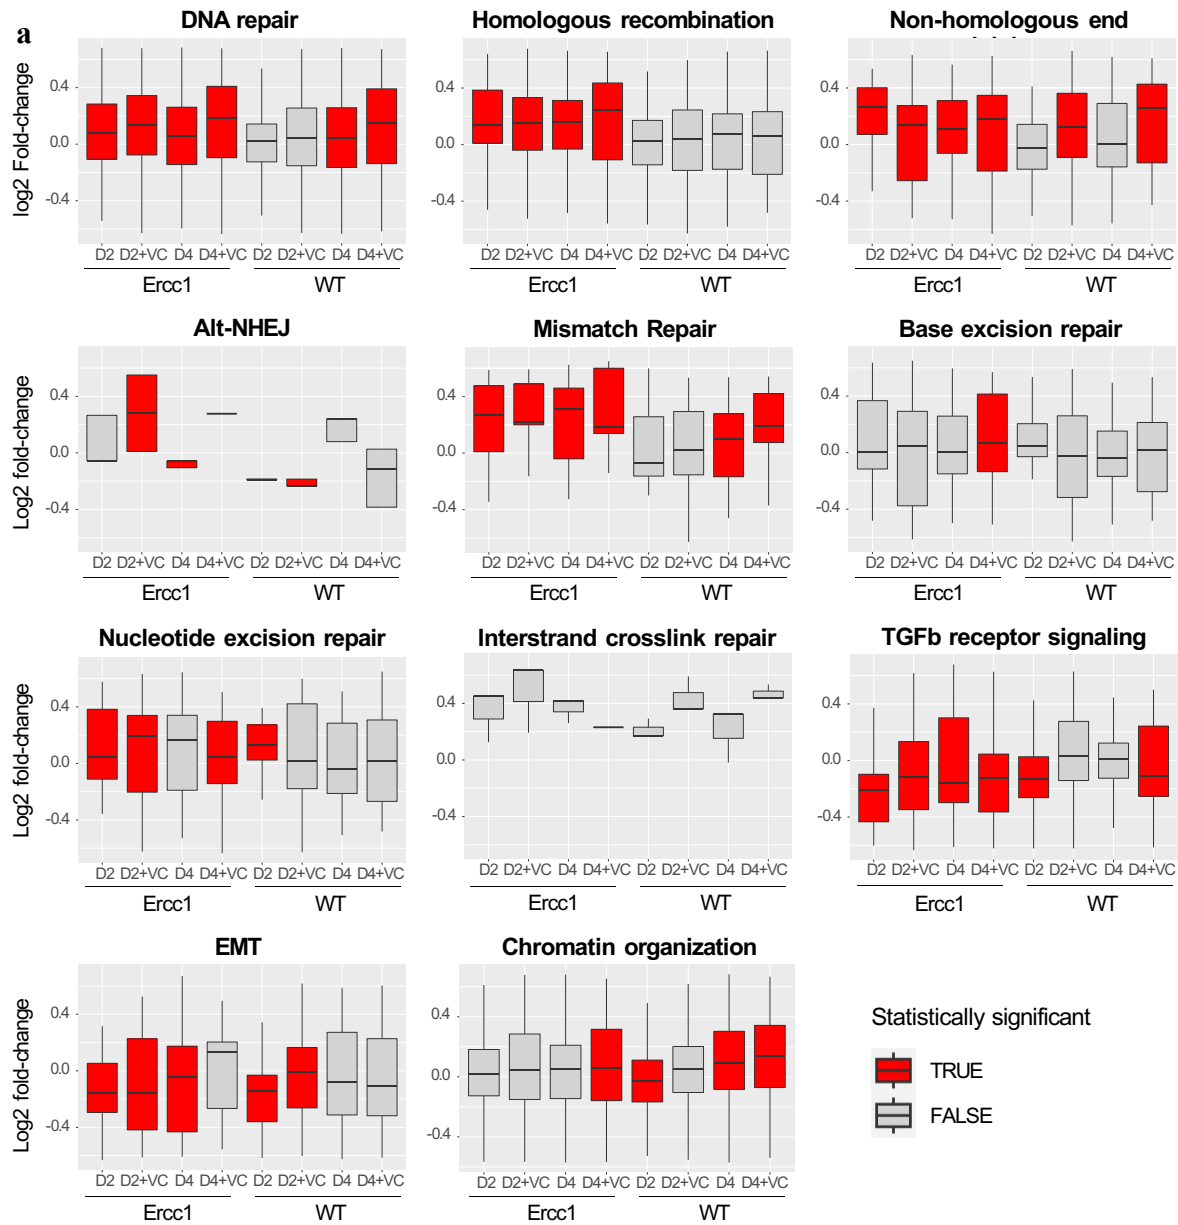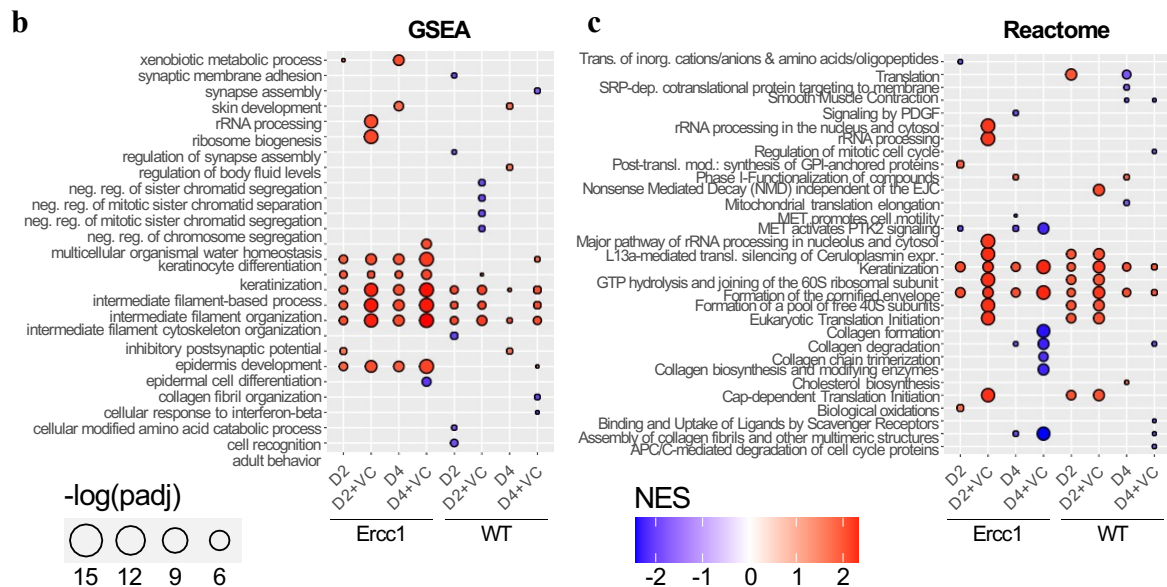

**Fig. S3**

**Figure S3: Initiation phase reprogramming drives transcriptomic reset and upregulates DNA repair and chromatin organization in *Ercc1*<sup>Δ/-</sup>**

**(a)** Log2 fold-change of genes within a given GO pathway for *Ercc1* and WT reprogramming at days 0, 2, and 4 with and without VC enhancement. The inner boxplot depicts medians and the first and third quartiles, with whiskers extending up to the 1.5x interquartile range and outliers removed for improved visualization of differences between conditions. Statistical significance (Wilcoxon Test, p-value < 0.05) is indicated by red coloring. **(b and c)** GSEA and Reactome analysis of *Ercc1* and WT reprogramming considering log2 fold-changes between day 0 and day 2 of reprogramming and day 0 and day 4 of reprogramming with and without VC enhancement. Gene ontology biological process terms and Reactome terms are plotted against the normalized enrichment score (NES) with  $-\log(\text{adjusted p-value})$  illustrated through circle size. The top 10 terms for each condition are included.

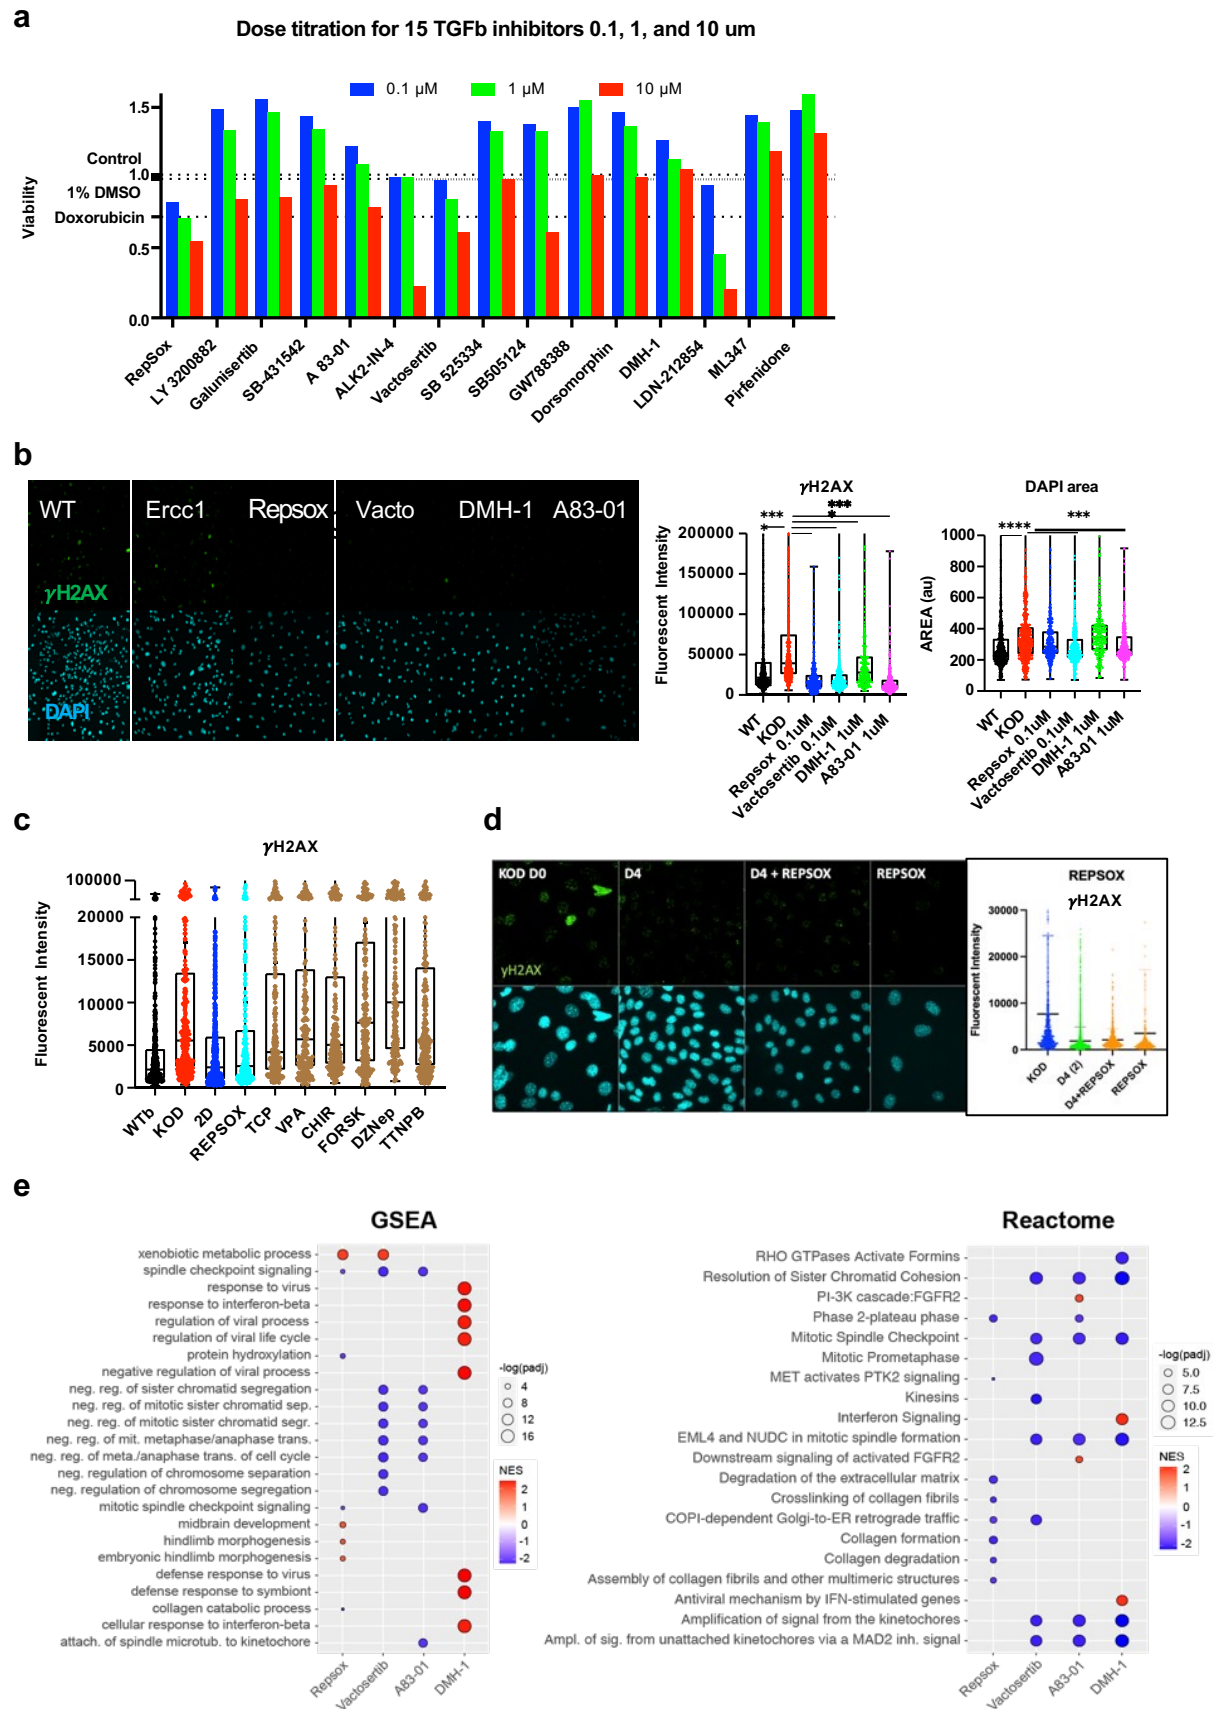

**Fig. S4**

**Figure S4: Inhibition of ALK5 or ALK2 receptors improves DNA damage phenotype and resets the DNA methylation clock and transcriptome in *Ercc1*<sup>Δ/-</sup>**

**(a)** Cell viability quantification using MTS assay in 96 well plates following treatment with high, medium, and low concentrations of 15 inhibitors in triplicate. Dosage range is 10μm, 1μm, and 0.1 μm. Controls are represented by dashed lines and include untreated D/KO Fbs, 1% DMSO, and Doxorubicin (0.1μm). **(b)** IF images and quantification of γH2AX levels and DAPI area in WT vs D/KO Fbs treated with Repsox, Vactosertib, DMH-1, and A83-01 in 24 wells plates, n = 1. **(c)** IF quantification of γH2AX levels comparing 2 days of doxycycline induction to seven single small molecules used in chemical reprogramming at published dosages: Repsox (3μm), TCP (10μm), VPA (500μm), CHIR99021 (5μm), Forskolin (10μm), DZNep (0.5μm), and TTNPB (1μm), n = 1. **(d)** IF images and quantification of γH2AX levels in 4F.D/KO cells after 4 days of induction either with doxycycline alone, doxycycline and Repsox, or Repsox alone, n = 1. **(e)** GSEA and Reactome analysis of *Ercc1* cells treated with TGFβ inhibitors considering log2 fold-changes, n = 3. Gene ontology biological process terms or Reactome terms are plotted against the normalized enrichment score (NES) with -log(adjusted p-value) indicated through circle size. The top 10 terms for each condition are included.

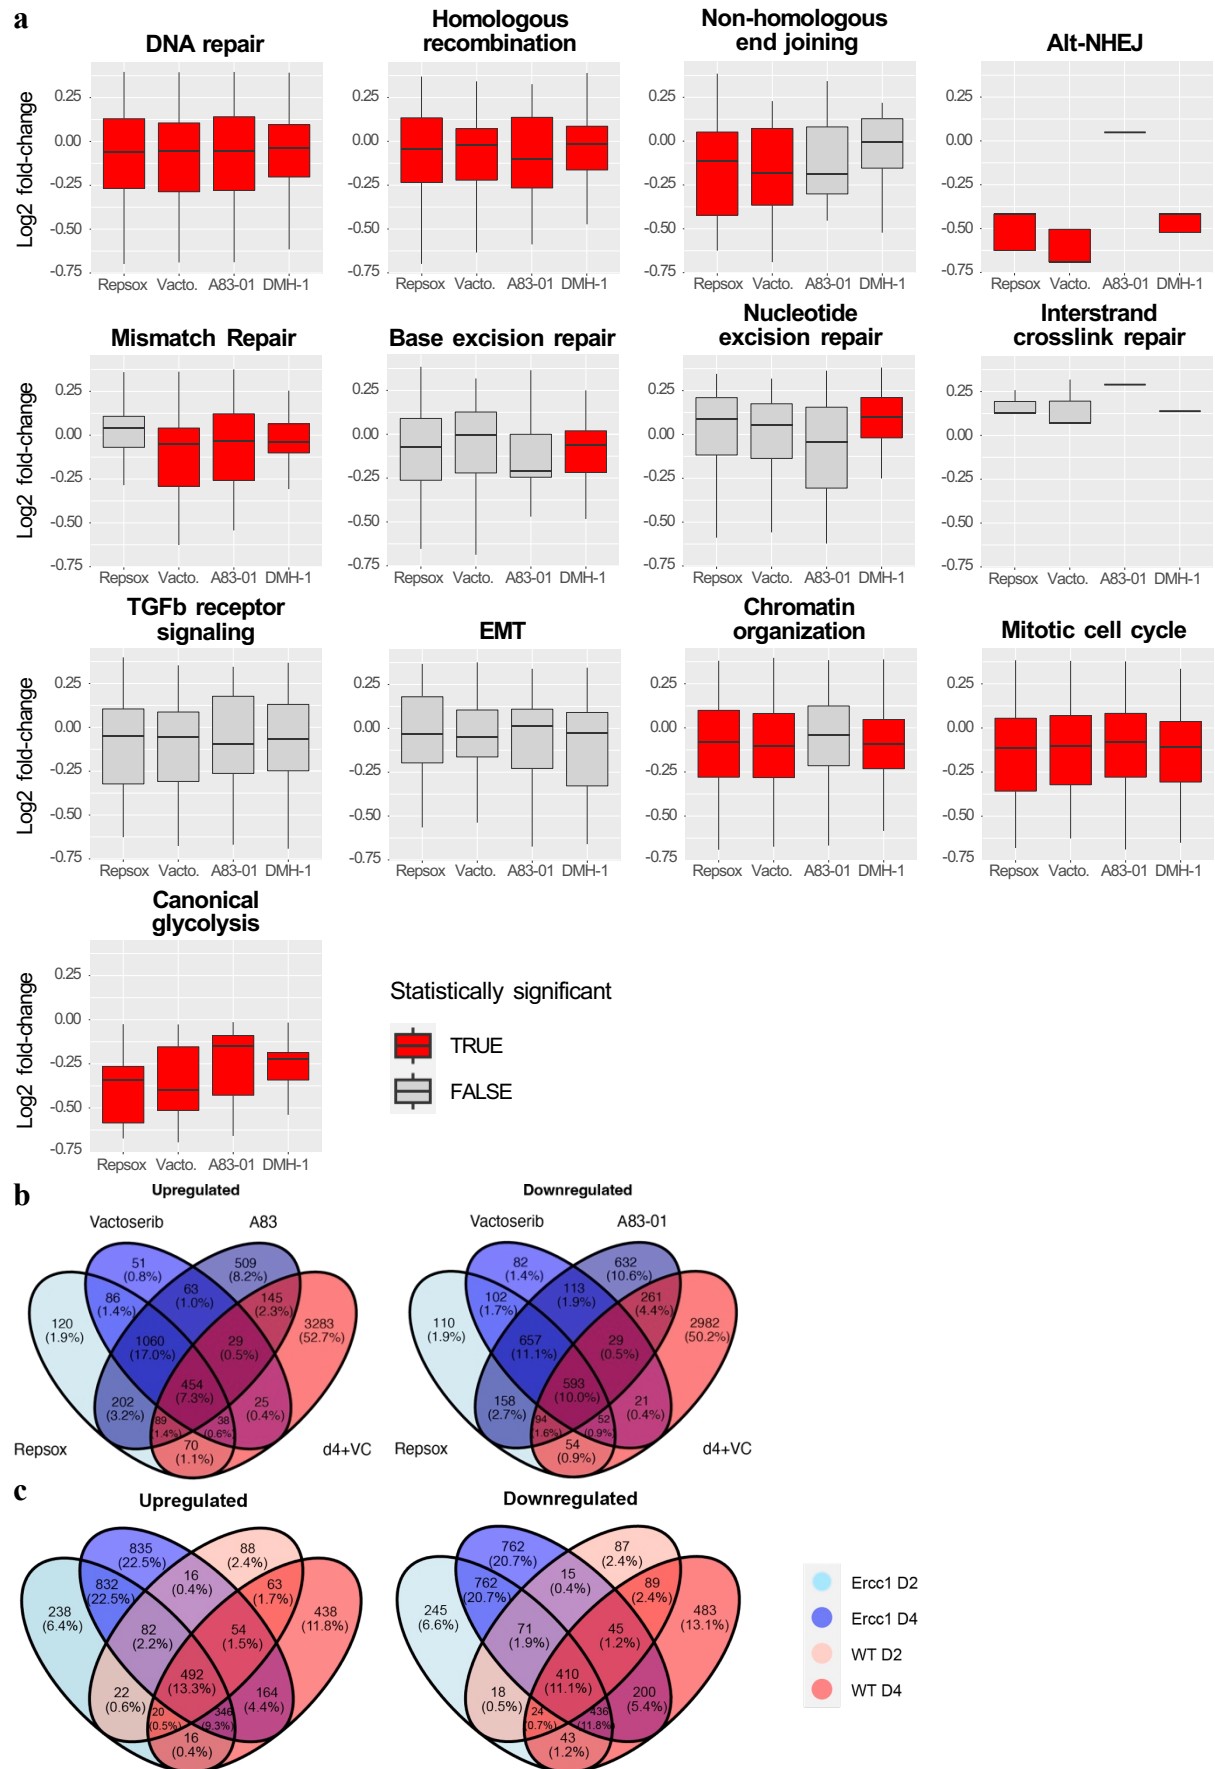

**Figure S5: GO term analysis of TGFb inhibition in *Ercc1*<sup>Δ/-</sup>.** **(a)** Log2 fold-change of genes within a given GO pathway for *Ercc1* cells treated with TGFb inhibitors compared to non-treated *Ercc1* cells. The inner boxplot depicts medians and the first and third quartiles, with whiskers extending up to the 1.5x interquartile range and outliers removed for improved visualization of differences between conditions. Statistical significance (Wilcoxon Test, p-value < 0.05) is indicated by red coloring. **(b)** Venn Diagram showing the overlap of significant genes (adjusted p-value < 0.05) for the ALK5 inhibitors and enhanced reprogramming day 4+VC. **(c)** Venn Diagram showing the overlap of significant genes (adjusted p-value < 0.05) for the reprogramming time course at day 2 and 4 without VC.

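At D/KO day 4 plus VC, 427 of the genes higher with all 3 ALK5 inhibitors were also higher (401 by chance) and 560 were lower (400.5 by chance). Of the genes lower with all 3, 589 were also lower (325 by chance) and 296 were higher (325 by chance). Between D/KO day 2 and day 4 without VC, 1879 higher and 1769 lower genes were shared, where 413 and 391 would be by chance, each called at an adjusted p-value under 0.05 in edgeR's test.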

How the deposited data were processed for this re-analysis (not part of the article)

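RNA sequencing counts from 60 libraries of mouse fibroblasts were used, in 2 tables. The reprogramming table held 36 libraries (D/KO and WT cells at days 0, 2 and 4 of doxycycline, with and without VC) and the inhibitor table 24 libraries (control D/KO and WT cells and D/KO cells with Repsox, Vactosertib, DMH-1 or A83-01, plus 6 libraries that the paper does not describe). Each group had 3 libraries. Those 6 libraries, control WT cells from skin and WT 4F cells labelled with TGFB, entered no comparison with the paper, apart from an alternative fit of all 24 libraries. Groups follow the sample labels, read with the figure legends and the methods.

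The deposited values are raw counts per gene, which the authors made by FastQC, trimming with TrimGalore, alignment to GRCm39 with Hisat2 and counting with featureCounts, from paired-end reads of 150 bp. The deposited tables also give each gene's length in bases, as summed exon length, which was used only in the test of gene length at the DNA repair set. The versions of these tools, the annotation release, the strandedness, the handling of reads that map to several places and whether reads or fragments were counted are not stated, so a count of a gene that overlaps another is read with that limit. The authors tested genes with DESeq2 and ran gene set enrichment with clusterProfiler. For the log2 fold changes within GO pathways, the legends of Fig. S3A and S5A name a Wilcoxon test at a p-value under 0.05.

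Each table holds 56980 gene identifiers, of which 56236 (98.7%) were found in the GENCODE M39 annotation used here, and these carry 99.98% of the counts. Only 60.6% of the found genes have the same start and end in both, so symbols and overlaps come from GENCODE M39 and the authors' gene models may differ. Library totals ran from 16538374 to 18484951 counts in the reprogramming table (median 17323726) and from 17102639 to 30599138 in the inhibitor table (median 24338296). The variance between replicates was set against counting noise, over genes with at least 20 counts in a pair of libraries. It was 12.8 times as large in the reprogramming table (median of 36 pairs, from 3.18 to 56.1). In the inhibitor table it was 24.1 times as large (median of 24 pairs, from 4.08 to 366). Summed over genes, differences between libraries thus exceeded counting noise. Genes with many counts weigh most in this sum, and depth can still limit genes with few counts. Whether the differences between libraries arise in the cultures or in preparation cannot be told.

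In R 4.3.3, counts were scaled by TMM in edgeR 4.0.16 (factors from 0.773 to 1.1 and from 0.92 to 1.06). The filterByExpr function, with a minimum count of 10 and a minimum total of 15, kept 15832 genes over the 36 reprogramming libraries and 15164 over the 18 inhibitor libraries of the paper, 14704 of them in both. Genes were tested with edgeR's two-sided quasi-likelihood F-test in 1 fit per table with a coefficient per group, and p-values were adjusted by Benjamini-Hochberg within a contrast. The common biological coefficient of variation was 0.132 and 0.168. Reprogrammed groups were compared with day 0 of the same arm, inhibitor groups with control D/KO cells, and genotypes through the difference between the D/KO and the WT change. Trends were tested in each series with day as a continuous term. Chance overlaps assume independent lists.

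Gene sets were Reactome sets from the mouse file of fgsea 1.28.0, with hand-compiled lists for NHEJ, AltEJ, mesenchymal genes, keratins, the cornified envelope and interferon-stimulated genes, 28 sets in all. They were tested two-sided with fry in limma 3.58.1, adjusted over 224 tests in the reprogramming table and 140 in the inhibitor table, and separately for the genotype differences, for VC alone at day 0 and for 6 marker lists. A Reactome set needed 10 members and 80% of them matched. GO sets and the developmental sets named for Repsox were not analysed here. The log2 CPM of PCA and Z-scores used a prior count of 2, and PCA the 500 most variable genes. Distances are between group centroids, and a library was left out of its own group's centroid when the nearest group was found. Z-scores are medians over the genes of a set in each library, averaged within a group and compared by a two-sided exact permutation test.

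The comparisons, the tests and most alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0 in place of edgeR, its size factors in place of TMM, no filter or at least 10 counts in every sample, only the samples of the groups compared or all 24 libraries, an absolute log2 fold change of at least 1, day 0 without VC as the baseline, day as a factor, camera (inter-gene correlation of 0.01) or a Wilcoxon signed-rank test across genes, hand-compiled lists, subtraction of the median log2 fold change, 2000 or all genes or a variance stabilizing transformation in the PCA, Spearman's rho, and each library left out in turn. The contrasts of VC alone at day 0 and a closer look at interferon-stimulated genes in the fits without a DMH-1 library were added afterwards.

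Genes named one by one are those the paper names, fixed lists of sex-linked, TGFb target and BMP target genes, and genes taken by rank. For D/KO and WT day 4, with and without VC, and for each inhibitor, the rank rule takes the 3 largest rises and the 3 largest falls among genes with an adjusted p-value under 0.05 in edgeR's test, a mean log2 CPM of at least 1 and groups that do not overlap. Within a gene set it takes the 3 members with the smallest p-value. The values of 2 genes are not reported here. Isg15, Ifit1, Irf7 and Mx1 and the X-linked genes Kdm6a, Kdm5c, Eif2s3x and Ddx3x were chosen only after their values were seen.

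The steps were tested on simulated data with 3 libraries per group. The pairwise test recovered 83.9% of 193 changed genes in the right direction and called 7 of 14898 unchanged ones, the genotype difference recovered 68.4% of 193, the trend 86.4% of 184, the inhibitor fit 84.9% of 185 and DESeq2 79.5% of 200. Data without any change gave 0 calls in 15091 genes. A DNA repair set raised by 0.5 on the log2 scale was read as 0.505, and in sets without a change fry called 3, camera 1 and the Wilcoxon test 0 of 112. The simulated genes were drawn independently of each other. These counts therefore do not show how often the 3 tests call real sets without a change, whose genes can vary together.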

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

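A genotype difference is here the change in D/KO cells minus that in WT cells. The test of factor expression was set earlier, while the contrast of VC alone and the tests of gene length, of proliferation, of the day 0 plus VC cultures and of other splits of the libraries were chosen only after the results were seen.

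By the interaction contrast of edgeR's test, the change from day 0 differed between the genotypes for 2266 genes at day 4 (1151 positive and 1115 negative) and for 4653 at day 4 plus VC (2206 and 2447), and the effect of VC alone at day 0 differed for 2419 (1097 and 1322), each at an adjusted p-value under 0.05. Over the alternatives, the positive and negative counts ran from 591 to 1307 and from 399 to 1302 at day 4, from 1004 to 2409 and from 1309 to 2478 at day 4 plus VC, and from 606 to 1224 and from 459 to 1507 for VC alone. When only the 12 libraries of a contrast were fitted and their day or VC labels exchanged within a genotype, 8 of 100 splits gave as many genes at day 4 and 8 as many gene sets, 3 and 3 did so at day 4 plus VC, and 3 and 5 for VC alone, the real split included. Each of these splits kept the true labels in 1 of the genotypes, as 21 of the 100 do. Splits without true labels in a genotype gave at most 4, 1 and 2 gene sets. A split with true labels in 1 genotype only sets the response of that genotype against shuffled libraries of the other and so gives a genotype difference by construction, with up to 6182, 8247 and 4609 genes in the 3 contrasts, against 2129, 3983 and 1673 for the real split of these fits. The shares above, raised by such splits, therefore do not measure how often chance alone gives a genotype difference.

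Library totals of the 12 groups lie within 16538374 and 18484951 counts, so depth hardly differs between the genotypes. Reprogramming factor expression was set against the genotype difference as another candidate explanation. At days 2 and 4, with and without VC, the mean CPM of Pou5f1, Sox2, Klf4 or Myc was lower in WT cells in 15 of 16 comparisons, with WT at 47.3% to 109% of D/KO, the exception being Klf4 at day 4. The libraries did not overlap in 9 of the 16, 7 of them at day 2. At day 4, with and without VC, only Myc was lower without overlap (72.2% and 75.9%), and the other 3 factors were at 81% to 109%. These reads come from the transgenes and from the endogenous genes together, and factor level cannot be varied apart from genotype here. Sex, age and cell line change with the genotype as well, the WT cells being labelled as an Oct4-GFP reporter line. GC content and reads from other cells were not tested. The genotype differences at day 4, with and without VC, therefore cannot be told apart from a difference in factor level or between these 2 lines. That of VC alone, at day 0 without doxycycline, was not covered by the 16 factor comparisons. It cannot be told apart from a difference between the lines either.

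DNA repair sets also differed between the genotypes. The median difference in log2 fold change of the DNA repair set was 0.14 (fry adjusted p = 2.30e-05, higher for 88 of 134 genes) at day 4 and 0.28 (fry adjusted p = 1.52e-10, higher for 95 of 134 genes) at day 4 plus VC. At day 4 plus VC it was also 0.55 (fry adjusted p = 2.13e-07, higher for 12 of 16 genes) for HR, 0.38 (fry adjusted p = 4.75e-07, higher for 22 of 31 genes) for BER, 0.40 (fry adjusted p = 2.79e-08, higher for 14 of 16 genes) for MMR, 0.32 (fry adjusted p = 3.11e-05, higher for 41 of 50 genes) for NER, 0.39 (fry adjusted p = 2.79e-08, higher for 16 of 24 genes) for the Fanconi anemia set, 0.79 (fry adjusted p = 1.22e-06, higher for 6 of 8 genes) for AltEJ and 0.37 (fry adjusted p = 3.39e-11, higher for 295 of 391 genes) for the mitotic cell cycle. Those at day 4 plus VC kept their sign and the threshold under camera, DESeq2's size factors and the stricter filter, with DNA repair from 0.27 to 0.29 and AltEJ from 0.31 to 0.80, whereas at day 4 camera did not call DNA repair (the median ran from 0.12 to 0.14).

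For the DNA repair set at day 4 plus VC, 3 explanations were tested. VC alone at day 0 raised this set in WT cells by 0.10 (fry adjusted p = 1.12e-07), and measured from day 0 without VC the genotype difference was 0.208, or 73.5% of its size. After the trend with gene length was removed it was 0.31 (109%), and without members of the Reactome cell cycle set it was 0.194 (68.5%, over 102 of 134 genes). The raised WT baseline and the cell cycle members may thus each account for a part of the difference, and none of the 3 tests removes it. The repair genes that remain can still follow proliferation, which leaving out members does not remove. Whether the remainder is biological cannot be said, because proliferation, factor level and cell line remain as explanations.

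VC alone, at day 0, changed several sets differently in the genotypes: the difference (D/KO minus WT) was -0.097 (fry adjusted p = 8.50e-05, higher for 48 of 134 genes) for DNA repair, -2.22 (fry adjusted p = 0.0159, higher for 1 of 25 genes) for interferon-stimulated genes, -1.64 (fry adjusted p = 1.23e-09, higher for 0 of 20 genes) for G2/M genes and -0.76 (fry adjusted p = 7.14e-09, higher for 2 of 19 genes) for S phase genes. In WT cells the medians were 0.10, 2.47 (fry adjusted p = 0.0014), 1.87 (fry adjusted p = 3.71e-13) and 1.07 (fry adjusted p = 4.96e-13), and in D/KO cells 0.056 (fry adjusted p = 0.231), 0.059 (fry adjusted p = 0.947), 0.21 (fry adjusted p = 0.0442) and 0.11 (fry adjusted p = 0.0411). Over the alternatives the difference ran from -2.22 to -1.31 for interferon-stimulated genes, from -1.64 to -1.63 for G2/M genes, from -0.76 to -0.75 for S phase genes and from -0.097 to -0.080 for DNA repair, which camera did not call. With 1 library left out, interferon-stimulated genes ran from -2.52 to -1.63 and lost the threshold in some fits. How long the day 0 cultures were kept with VC is not stated, and no explanation of this difference was tested beyond the splits of the libraries given above.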

How the results depend on the processing

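The contrasts of VC alone at day 0 and a closer look at interferon-stimulated genes in the fits without a DMH-1 library were chosen only after the results were seen, and the other alternatives and comparisons were set earlier. Over all alternatives other than leaving out a library, 1688 of 1977 comparisons kept their direction and their side of the threshold (or, for values without a test, stayed within the spread), 69 lost and 20 gained the threshold, 174 moved and 26 changed direction. Of 381 results, 218 held under every alternative. With each library left out in turn, 2814 of 3180 held, 43 lost and 15 gained the threshold, 261 moved and 47 changed direction, and 285 of 380 results held in every fit. The fit of all 24 inhibitor libraries and a prior count of 0.5 changed no result. Among single genes 593 of 605 comparisons held. The D/KO DNA repair medians kept their sign under every alternative, from 0.092 to 0.095 at day 4 and from 0.30 to 0.40 at day 4 plus VC.

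With an absolute log2 fold change of at least 1 required, the genes called up and down numbered 1062 and 961 for A83-01, 344 and 150 for DMH-1, 743 and 752 for D/KO VC alone, 947 and 610 for D/KO day 2, 1499 and 1708 for D/KO day 2 plus VC, 1392 and 1155 for D/KO day 4 and 876 and 554 for D/KO day 4 against day 2 plus VC. Up and down counts were also 2012 and 2122 for D/KO day 4 plus VC, 826 and 582 for Repsox, 687 and 470 for Vactosertib, 717 and 802 for WT VC alone, 307 and 179 for WT day 2, 759 and 785 for WT day 2 plus VC and 631 and 558 for WT day 4. The remaining counts were 1510 and 1297 for WT day 4 plus VC, 1270 and 1481 for WT against D/KO controls, 591 and 399 for the genotype difference at day 4, 1004 and 1309 for the genotype difference at day 4 plus VC and 606 and 459 for the genotype difference of VC alone. Lower genes shared by 3 ALK5 inhibitors and D/KO day 4 plus VC numbered 162, higher genes shared by 3 ALK5 inhibitors and D/KO day 4 plus VC numbered 143, lower genes shared by 3 ALK5 inhibitors and D/KO day 4 numbered 143, higher genes shared by 3 ALK5 inhibitors and D/KO day 4 numbered 211, lower genes shared by 4 inhibitors numbered 70 and higher genes shared by 4 inhibitors numbered 165.

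Where the fit held only the samples of the groups compared, the genes called up and down numbered 1238 and 1285 for D/KO VC alone, 1181 and 1075 for Repsox and 3207 and 3193 for WT day 4. Single counts that moved were 876 down for DMH-1 and 804 down for the genotype difference of VC alone. In these fits WT day 4 had more genes than D/KO day 4 (6400 against 4251), the reverse of the main fit. A83-01 (5866) and Vactosertib (4317) also had more than D/KO day 4.

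When genes needed at least 10 counts in every sample, the direction changed for chromatin organization (0.022 from -0.010 in the genotype difference at day 4 plus VC), the complement cascade (0.15 from -0.17 in D/KO day 4), interferon alpha/beta signaling (-0.038 from 0.011 in Repsox), NHEJ (-0.0055 from 0.019 in DMH-1), TGFb receptor signaling (-0.0083 from 0.0029 in D/KO day 2 plus VC) and TGFb signaling in EMT (0.028 from -0.33 in D/KO day 4). The threshold was lost for AltEJ (-0.20 in A83-01), TGFb receptor signaling (-0.082 in D/KO day 4) and TGFb signaling in EMT (0.052 in D/KO day 4 plus VC). The threshold was gained for BMP targets (-0.18 in DMH-1) and NHEJ (-0.060 in Vactosertib). R was 0.359 for A83-01, 0.249 for DMH-1, 0.345 for Repsox and 0.341 for Vactosertib with D/KO day 4, and 0.0519 for A83-01, 0.0472 for DMH-1, 0.102 for Repsox and 0.0747 for Vactosertib with D/KO day 4 plus VC.

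Without a filter on low counts, r was 0.132 for A83-01, 0.0695 for DMH-1, 0.117 for Repsox and 0.0958 for Vactosertib with D/KO day 4, and 0.0308 for A83-01, 0.0405 for DMH-1, 0.0546 for Repsox and 0.0479 for Vactosertib with D/KO day 4 plus VC.

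Under DESeq2's Wald test, r was 0.154 for A83-01, 0.0815 for DMH-1, 0.135 for Repsox and 0.12 for Vactosertib with D/KO day 4, and 0.032 for A83-01, 0.0503 for DMH-1, 0.0629 for Repsox and 0.0558 for Vactosertib with D/KO day 4 plus VC.

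With DESeq2's size factors in place of TMM, the direction changed for the Fanconi anemia set (-0.0079 from 0.00011 in DMH-1), MMR (-0.0018 from 0.0022 in Vactosertib) and TGFb receptor signaling (-0.0082 from 0.0029 in D/KO day 2 plus VC). The threshold was lost for TGFb receptor signaling (-0.10 in D/KO day 4). The threshold was gained for BMP targets (-0.17 in DMH-1), DNA repair (-0.067 in Vactosertib) and TGFb receptor signaling (-0.12 in D/KO day 2). Of the 8 repair sets, the number called higher was 3 in WT day 2.

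When day 0 without VC was the baseline of the VC arm, the direction changed for DNA repair (0.20 from -0.052 in WT day 2 plus VC), the mitotic cell cycle (0.14 from -0.15 in WT day 4 plus VC), TGFb receptor signaling (-0.067 from 0.0029 in D/KO day 2 plus VC) and TGFb signaling in EMT (-0.38 from 0.019 in D/KO day 2 plus VC, -0.16 from 0.057 in D/KO day 4 plus VC). Single genes that changed direction were H2ax (-0.13 from 0.27 in D/KO day 4 plus VC) and Tgfbr1 (-0.23 from 0.046 in D/KO day 4 plus VC). The threshold was lost for TGFb receptor signaling (0.022 in D/KO day 4 plus VC). Of the 8 repair sets, the number called higher was 8 in WT day 2 plus VC and 8 in WT day 4 plus VC. R was 0.156 for A83-01, 0.14 for Repsox and 0.124 for Vactosertib with D/KO day 4 plus VC.

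With day as a factor, genes falling in WT only numbered 831, genes falling in WT numbered 2851, genes rising in WT only numbered 695, genes rising in all 4 series numbered 830 and genes rising in WT numbered 2867.

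By Spearman's rho, rho was -0.00449 for A83-01 with D/KO day 2 plus VC, and 0.32 for A83-01, 0.185 for DMH-1, 0.289 for Repsox and 0.28 for Vactosertib with D/KO day 4, and -0.0065 for A83-01, 0.0295 for DMH-1, 0.0609 for Repsox and 0.0427 for Vactosertib with D/KO day 4 plus VC.

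Under camera, the threshold was lost for AltEJ (-0.27 in A83-01, -0.18 in Repsox, -0.29 in Vactosertib), BER (-0.20 in A83-01, 0.42 in D/KO day 4 plus VC), cholesterol biosynthesis (0.077 in A83-01, 0.28 in Repsox, 0.20 in Vactosertib), chromatin organization (0.084 in D/KO day 2 plus VC, 0.12 in D/KO day 4 plus VC, 0.098 in WT day 4, 0.16 in WT day 4 plus VC), the complement cascade (0.35 in DMH-1, -0.17 in D/KO day 4) and DNA repair (-0.073 in A83-01, 0.13 in D/KO day 2, 0.092 in D/KO day 4, 0.062 in WT day 2, 0.056 in WT day 4 plus VC, 0.14 in the genotype difference at day 4, -0.097 in the genotype difference of VC alone). Also lost were G2/M genes (0.21 in D/KO VC alone), HR (-0.25 in A83-01, -0.13 in DMH-1, -0.15 in Repsox, -0.26 in Vactosertib), the mitotic cell cycle (-0.15 in WT day 4 plus VC), the spindle checkpoint (-0.10 in A83-01, -0.090 in DMH-1, -0.083 in Vactosertib), NHEJ (0.38 in D/KO day 4 plus VC, -0.097 in Repsox) and NER (0.27 in D/KO day 4 plus VC). Also lost were S phase genes (0.11 in D/KO VC alone), TGFb receptor signaling (0.0029 in D/KO day 2 plus VC, -0.10 in D/KO day 4, 0.13 in D/KO day 4 plus VC) and TGFb signaling in EMT (-0.33 in D/KO day 4, 0.057 in D/KO day 4 plus VC). The threshold was gained for collagen formation (-0.25 in DMH-1). Of the 8 repair sets, the number called higher was 1 in D/KO day 2, 4 in D/KO day 2 plus VC, 0 in D/KO day 4, 5 in D/KO day 4 plus VC, 0 in WT day 2, 0 in WT day 2 plus VC, 0 in WT day 4, 0 in WT day 4 plus VC and 1 in the genotype difference at day 4. Those called lower numbered 0 in A83-01, 0 in DMH-1, 0 in Repsox and 0 in Vactosertib. At an unadjusted p-value under 0.05 those called 0 times had 0 in D/KO day 4, 0 in WT day 2, 0 in WT day 2 plus VC, 0 in WT day 4 and 1 in WT day 4 plus VC higher, and 0 in A83-01, 0 in DMH-1, 0 in Repsox and 1 in Vactosertib lower.

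After the median log2 fold change was subtracted, the direction changed for the Fanconi anemia set (-0.0026 from 0.00011 in DMH-1), interferon alpha/beta signaling (-0.0090 from 0.011 in Repsox) and MMR (-0.012 from 0.0022 in Vactosertib).

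By the Wilcoxon signed-rank test across genes, the threshold was lost for AltEJ (-0.27 in A83-01, -0.18 in Repsox, -0.29 in Vactosertib), cholesterol biosynthesis (0.077 in A83-01), chromatin organization (0.084 in D/KO day 2 plus VC), the complement cascade (0.35 in DMH-1, -0.17 in D/KO day 4, 0.37 in Repsox), DNA repair (0.056 in WT day 4 plus VC) and the spindle checkpoint (-0.090 in DMH-1, -0.083 in Vactosertib). Also lost were NHEJ (0.38 in D/KO day 4 plus VC, -0.097 in Repsox), S phase genes (0.11 in D/KO VC alone), TGFb receptor signaling (0.0029 in D/KO day 2 plus VC, -0.10 in D/KO day 4, 0.13 in D/KO day 4 plus VC) and TGFb signaling in EMT (-0.33 in D/KO day 4, 0.057 in D/KO day 4 plus VC). The threshold was gained for BER (-0.091 in DMH-1), collagen formation (-0.25 in DMH-1), interferon-stimulated genes (0.92 in A83-01, 1.11 in Repsox, 0.80 in Vactosertib) and interferon alpha/beta signaling (0.15 in DMH-1). Of the 8 repair sets, the number called higher was 4 in D/KO day 4, 0 in WT day 2 plus VC, 0 in WT day 4 and 1 in WT day 4 plus VC. Those called lower numbered 2 in DMH-1, 1 in Repsox and 1 in Vactosertib. At an unadjusted p-value under 0.05 those called 0 times had 0 in WT day 2 plus VC and 0 in WT day 4 higher.

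For hand-compiled lists, the direction changed for the Fanconi anemia set (-0.013 from 0.00011 in DMH-1), interferon alpha/beta signaling (0.92 from -0.019 in A83-01), MMR (-0.091 from 0.0022 in Vactosertib) and NER (0.017 from -0.011 in DMH-1, -0.049 from 0.015 in Vactosertib). The threshold was lost for BER (-0.10 in A83-01). The threshold was gained for interferon alpha/beta signaling (3.53 in DMH-1), MMR (-0.19 in A83-01) and the spindle checkpoint (-0.57 in Repsox).

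In a PCA of 2000 genes, the PC2 shift ratio at day 4 was 2.11, the PC2 shift ratio at day 4 plus VC was 1.49, the PC distance of D/KO day 4 from day 2 plus VC, relative to that within these 2 groups, was 0.892, the distance of the ALK5 inhibitors from DMH-1, relative to that among them, was 3.42, the shift on PC1 toward WT with A83-01 was -16.4%, the shift on PC1 toward WT with DMH-1 was -5.86%, the shift on PC2 toward WT with A83-01 was 149%, the shift on PC2 toward WT with DMH-1 was 23.2% and the shift on PC2 toward WT with Repsox was 118%.

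In a PCA of all tested genes, the PC2 shift ratio at day 4 was 1.89, the PC2 shift ratio at day 4 plus VC was 1.29, the PC distance of D/KO day 4 from day 2 plus VC, relative to that within these 2 groups, was 0.464, the shift on PC1 toward WT with A83-01 was -16.5%, the shift on PC2 toward WT with A83-01 was 148%, the shift on PC2 toward WT with DMH-1 was 29.6% and the shift on PC2 toward WT with Repsox was 117%.

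After the variance stabilizing transformation, the PC2 shift ratio at day 4 was 2.12, the PC2 shift ratio at day 4 plus VC was 1.38, the same distance over all genes was 1.41, the all-gene distance to WT with Repsox was 102%, the all-gene distance to WT with Vactosertib was 100.3%, the distance of the ALK5 inhibitors from DMH-1, relative to that among them, was 3.7, the shift on PC1 toward WT with A83-01 was -17.1%, the shift on PC1 toward WT with DMH-1 was -3.59%, the shift on PC2 toward WT with A83-01 was 145%, the shift on PC2 toward WT with DMH-1 was 22.4% and the shift on PC2 toward WT with Repsox was 117%.

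With each library left out in turn, results that crossed the threshold or changed direction in at least 1 fit, or moved beyond the spread, are given as the range over the fits. Gene counts ran from 660 to 1227 up and from 404 to 829 down in WT day 2, from 693 to 1317 up and from 854 to 1691 down in the genotype difference of VC alone and from 532 to 766 up and from 315 to 429 down in DMH-1. Gene set medians that changed sign ran, for the complement cascade from -0.43 to 0.12 in D/KO day 4, TGFb receptor signaling from -0.024 to 0.069 in D/KO day 2 plus VC, TGFb signaling in EMT from -0.15 to 0.12 in D/KO day 2 plus VC and DNA repair from -0.11 to 0.038 in Repsox, from -0.044 to 0.014 in DMH-1. Other medians that changed sign ran, for BER from -0.20 to 0.035 in Repsox, MMR from -0.028 to 0.098 in Repsox, from -0.072 to 0.014 in Vactosertib, NER from -0.16 to 0.099 in Repsox, from -0.059 to 0.059 in Vactosertib, from -0.083 to 0.0084 in A83-01, from -0.053 to 0.071 in DMH-1 and interferon alpha/beta signaling from -0.089 to 0.10 in Repsox, from -0.025 to 0.17 in Vactosertib, from -0.10 to 0.096 in A83-01. Further sign changes ran, for the Fanconi anemia set from -0.085 to 0.023 in DMH-1, chromatin organization from -0.022 to 0.015 in the genotype difference at day 4 plus VC and interferon-stimulated genes from -0.19 to 0.36 in D/KO VC alone. Medians that kept their sign and crossed the threshold ran, for TGFb receptor signaling from -0.13 to -0.037 in D/KO day 4, TGFb signaling in EMT from -0.49 to -0.047 in D/KO day 4, DNA repair from 0.038 to 0.078 in WT day 2, from -0.079 to -0.010 in Vactosertib, from -0.10 to -0.048 in A83-01, the spindle checkpoint from -0.19 to -0.040 in Repsox, from -0.15 to -0.019 in Vactosertib, from -0.17 to -0.044 in DMH-1 and AltEJ from -0.24 to -0.021 in Repsox. Likewise crossing the threshold were extracellular matrix organization from -0.30 to -0.18 in Vactosertib, BER from -0.22 to -0.10 in A83-01, the Fanconi anemia set from -0.28 to -0.15 in A83-01, interferon alpha/beta signaling from 0.080 to 0.24 in DMH-1 and interferon-stimulated genes from 0.95 to 4.09 in DMH-1, from -2.52 to -1.63 in the genotype difference of VC alone. Also crossing it were BMP targets from -0.26 to -0.067 in DMH-1, G2/M genes from 0.13 to 0.27 in D/KO VC alone and S phase genes from 0.044 to 0.33 in D/KO VC alone.

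Among single genes, Tgfbr1 ran from -0.11 to 0.27 in D/KO day 4 plus VC and Smad6 ran from -0.21 to 0.018 in DMH-1. The number of repair sets called ran from 1 to 5 (higher) in WT day 2, from 1 to 3 (higher) in WT day 4, from 1 to 2 (higher) in WT day 2 plus VC and from 2 to 4 (lower) in A83-01. The correlations with D/KO day 4 ran from 0.274 to 0.321 for Repsox, from 0.275 to 0.324 for Vactosertib, from 0.304 to 0.347 for A83-01 and from 0.183 to 0.255 for DMH-1. The correlations with D/KO day 4 plus VC ran from 0.106 to 0.136 for Repsox, from 0.0992 to 0.132 for Vactosertib, from 0.0618 to 0.0821 for A83-01 and from 0.084 to 0.123 for DMH-1. Genes rising in WT ran from 980 to 2369, genes rising in WT only ran from 131 to 632, genes rising in WT+VC only ran from 767 to 1313, genes falling in WT ran from 928 to 2210 and genes falling in WT only ran from 103 to 515. Higher genes shared by 4 inhibitors ran from 346 to 664, lower genes shared by 4 inhibitors ran from 188 to 440, the PC2 shift ratio at day 4 ran from 2.271 to 2.396, the PC2 shift ratio at day 4 plus VC ran from 1.677 to 1.782 and the PC distance of D/KO day 4 from day 2 plus VC, relative to that within these 2 groups, ran from 1.635 to 3.146. The same distance over all genes ran from 1.213 to 1.336, the shift on PC2 toward WT with Repsox ran from 101.8% to 135.6%, the shift on PC2 toward WT with Vactosertib ran from 87.77% to 117.5%, the shift on PC2 toward WT with A83-01 ran from 128.5% to 173.3% and the shift on PC2 toward WT with DMH-1 ran from 8.541% to 23.17%. The shift on PC1 toward WT with Repsox ran from -22.05% to -13.48%, the shift on PC1 toward WT with Vactosertib ran from -20.96% to -13.38%, the shift on PC1 toward WT with A83-01 ran from -21.43% to -10.83%, the shift on PC1 toward WT with DMH-1 ran from -6.02% to -4.68% and the all-gene distance to WT with Repsox ran from 101.2% to 107.1%. The all-gene distance to WT with Vactosertib ran from 99.99% to 103.7%, the all-gene distance to WT with A83-01 ran from 102.8% to 105.9%, the distance of the ALK5 inhibitors from DMH-1, relative to that among them, ran from 3.169 to 3.515, the DNA repair Z-score difference at WT day 4 ran from -0.09722 to -0.06766 and the DNA repair Z-score difference at WT day 2 plus VC ran from -0.0006544 to 0.07001.

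For all of these changes the cause was not tested, apart from that of the VC baseline and of the DMH-1 libraries. No paired analysis was possible because the libraries carry serial labels with no replicate numbers that groups share. With groups of 3, 1 library cannot be told apart as deviating by a rule, so none was dropped. Depth limits genes with few counts: where a day 0 group had 3 counts or fewer in every library, as for Krt14 and Nccrp1, only a lower bound of the fold is known. The cornified envelope medians depend on such genes, and the keratin medians can, though that was not tested.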

Differences from the paper's values

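The settings named in this part, with each library left out in turn among them, were set before the data were examined. In WT cells alone, 274 genes had a rising and 231 a falling trend, where the paper has about 1100 and about 810 (Fig. 3C, read by eye). With day as a factor, 831 genes fell in WT only, which closes that gap, and 695 rose, which does not; the other alternatives set before the data were examined, and fits without 1 library, closed neither (281 to 695 rising and 223 to 831 falling over the alternatives). In WT cells with VC alone, 1161 genes rose and 701 fell, against the paper's about 370 and about 310 (Fig. 3C, read by eye). None of the alternatives set before the data were examined closed these gaps (1040 to 1290 rising and 659 to 823 falling), nor did any fit without 1 library.

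Pearson's r between the log2 fold changes of D/KO reprogramming and of an inhibitor was above the value in the paper for all 16 pairs (Fig. 5B, read by eye). It was 0.211 with Repsox (the paper's about 0.14), 0.217 with Vactosertib (the paper's about 0.14), 0.215 with A83-01 (the paper's about 0.14) and 0.18 with DMH-1 (the paper's about 0.11) at day 2, and 0.311 with Repsox (the paper's about 0.22), 0.309 with Vactosertib (the paper's about 0.20), 0.335 with A83-01 (the paper's about 0.24) and 0.225 with DMH-1 (the paper's about 0.15) at day 4. With VC it was 0.0967 with Repsox (the paper's about 0.08), 0.103 with Vactosertib (the paper's about 0.07), 0.0604 with A83-01 (the paper's about 0.04) and 0.111 with DMH-1 (the paper's about 0.09) at day 2, and 0.117 with Repsox (the paper's about 0.09), 0.111 with Vactosertib (the paper's about 0.08), 0.0704 with A83-01 (the paper's about 0.05) and 0.101 with DMH-1 (the paper's about 0.08) at day 4. The paper's correlations rest on 16883 genes and these on 14704.

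Among the alternatives set before the data were examined, Spearman's rho for DMH-1 at day 2 was 0.111, and at day 4 plus VC, genes with at least 10 counts in every sample gave 0.0747 for Vactosertib and 0.0519 for A83-01, which close those 3 gaps. Apart from fits that leave out 1 library, none of them closed the other 13, and they gave 0.0694 to 0.228 for Repsox, 0.0582 to 0.224 for Vactosertib, 0.0688 to 0.237 for A83-01 and 0.0522 to 0.18 for DMH-1 at day 2, 0.117 to 0.345 for Repsox, 0.0958 to 0.341 for Vactosertib, 0.132 to 0.359 for A83-01 and 0.0695 to 0.249 for DMH-1 at day 4, 0.0407 to 0.117 for Repsox, 0.0412 to 0.112 for Vactosertib, -0.00449 to 0.153 for A83-01 and 0.0351 to 0.111 for DMH-1 at day 2 plus VC and 0.0546 to 0.14 for Repsox, 0.0427 to 0.124 for Vactosertib, -0.0065 to 0.156 for A83-01 and 0.0295 to 0.102 for DMH-1 at day 4 plus VC. Fits without 1 library closed 4 more gaps: r at day 2 plus VC was 0.0795 without the second Repsox library, 0.0854 without the second control D/KO library, 0.0811 without the third day 0 plus VC library, 0.0852 without the first day 2 plus VC library or 0.0791 without the second day 2 plus VC library for Repsox, 0.050 without the second control D/KO library, 0.0462 without the third day 0 plus VC library, 0.0467 without the first day 2 plus VC library or 0.045 without the second day 2 plus VC library for A83-01 and 0.0902 without the third day 0 plus VC library or 0.0897 without the second day 2 plus VC library for DMH-1, and at day 4 plus VC it was 0.084 without the second DMH-1 library, 0.0901 without the third day 0 plus VC library or 0.095 without the second day 4 plus VC library for DMH-1.

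Directions for gene sets in reprogramming also disagree in places. Fig. S3A and S5A mark GO sets by a Wilcoxon test at a p-value under 0.05. The calls here use Reactome sets or hand-compiled lists and fry's adjusted p-values. Gene sets, test and threshold thus all differ, so a mark there and a call here are not like for like. The paper has TGFb signaling lower in D/KO cells at days 2 and 4 with and without VC (Fig. S3A). Here the Reactome set for TGFb receptor signaling was lower at day 4, -0.10 (fry adjusted p = 0.0302), not called at day 2, -0.098 (fry adjusted p = 0.0896), and called in the upward direction by fry with VC, 0.0029 (fry adjusted p = 0.00478) at day 2 and 0.13 (fry adjusted p = 8.98e-07) at day 4. It was called lower at day 2 with DESeq2's size factors (-0.12), and its median with VC turned negative only at day 2, at -0.067 from day 0 without VC (called lower by fry), -0.0083 under the stricter filter and -0.0082 with DESeq2's size factors, and in some fits without 1 library. In WT cells the figure has it lower at day 2 and day 4 plus VC, and here it was -0.0089 (fry adjusted p = 0.749) and 0.044 (fry adjusted p = 0.926).

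With these unlike sets, tests and thresholds, some repair sets are marked in Fig. S3A and not called here, or the reverse. In WT cells the paper has DNA repair and MMR higher at day 4 and at day 4 plus VC. At day 4 DNA repair was -0.051 (fry adjusted p = 0.215) and MMR 0.075 (fry adjusted p = 0.528), and at day 4 plus VC MMR was 0.19 (fry adjusted p = 0.104), rising to 0.57 (fry adjusted p = 2.63e-10) from day 0 without VC. AltEJ, which the figure marks lower in D/KO cells at day 4 and in WT cells at day 2 plus VC, was 0.053 (fry adjusted p = 0.00229) and 0.069 (fry adjusted p = 0.349). The figure marks BER in D/KO cells at day 4 plus VC alone, NER not at day 4, and interstrand crosslink repair nowhere. Here BER was also 0.20 (fry adjusted p = 2.88e-05) at day 2, 0.0076 (fry adjusted p = 0.00292) at day 4 and 0.25 (fry adjusted p = 2.12e-07) at day 2 plus VC, NER was 0.15 (fry adjusted p = 0.0116) at day 4, and the Fanconi anemia set was 0.27 at day 2, 0.095 at day 4, 0.43 at day 2 plus VC and 0.59 at day 4 plus VC, each with an adjusted p-value under 0.05 in fry. In WT cells fry called higher, without a mark in the figure, DNA repair (0.062), BER (0.075) and MMR (0.15) at day 2, NHEJ at day 4 (0.091), HR (0.29) and AltEJ (0.21) at day 4 plus VC, and it called NER lower at day 4 (-0.15). The Fanconi anemia set was called higher in WT cells too, at 0.20 (fry adjusted p = 2.34e-07) at day 4 plus VC. At WT day 2 plus VC fry called it upward, though its median was -0.052 (fry adjusted p = 0.013). For chromatin organization the figure has a fall in WT cells at day 2, where the median was 0 (fry adjusted p = 0.746), and no mark at day 2 plus VC, where it was 0.084 (fry adjusted p = 0.000132) in D/KO and 0.049 (fry adjusted p = 0.0193) in WT cells. EMT is unmarked in D/KO cells at day 4 plus VC and in WT cells at day 4 with and without VC. The hand-compiled mesenchymal list was -1.22 (fry adjusted p = 2.62e-19), -0.52 (fry adjusted p = 6.89e-10) and -0.84 (fry adjusted p = 3.32e-16) there.

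For the inhibitors the same unlike sets, tests and thresholds apply, and Fig. S5A has DNA repair lower with all 4. Only A83-01 was called here, -0.073 (fry adjusted p = 0.0113), the others being -0.0047 (fry adjusted p = 0.202) with Repsox, -0.063 (fry adjusted p = 0.0508) with Vactosertib and -0.020 (fry adjusted p = 0.643) with DMH-1. Vactosertib was called with DESeq2's size factors (-0.067) and without the second control D/KO library (-0.079), and Repsox without its second library (-0.11). NHEJ, lower with Vactosertib in the figure, was -0.045 (fry adjusted p = 0.11), and was called under the stricter filter (-0.060). AltEJ, lower with DMH-1 and not with A83-01 in the figure, was -0.11 (fry adjusted p = 0.0825) and -0.27 (fry adjusted p = 0.0093). MMR, lower with Vactosertib, A83-01 and DMH-1, was 0.0022 (fry adjusted p = 0.682), -0.062 (fry adjusted p = 0.121) and -0.050 (fry adjusted p = 0.561), and the hand-compiled list called it for A83-01 (-0.19). BER, lower with DMH-1 in the figure, was -0.091 (fry adjusted p = 0.202), called by the Wilcoxon test, and lower here with A83-01, -0.20 (fry adjusted p = 0.0401). The paper has NER higher with DMH-1, where the median was -0.011 (fry adjusted p = 0.946), and 0.017 with the hand-compiled list, which was not called. Crosslink repair leans upward with all 4 in the paper, and the Fanconi anemia set was -0.11, -0.14, -0.23 and 0.000107 with Repsox, Vactosertib, A83-01 and DMH-1, none of them called by fry.

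Chromatin organization is lower with Repsox, Vactosertib and DMH-1 in Fig. S5A, and was -0.058 (fry adjusted p = 0.0802), -0.056 (fry adjusted p = 0.221) and -0.038 (fry adjusted p = 0.492). TGFb receptor signaling and EMT are unmarked there. In this re-analysis TGFb receptor signaling was -0.11 with Repsox, -0.14 with Vactosertib, -0.11 with A83-01 and -0.036 with DMH-1, and the mesenchymal list -0.44, -0.43, -0.53 and -0.27, all called lower by fry. The text names spindle checkpoint signaling as lower with Repsox, Vactosertib and A83-01 and not with DMH-1 (Fig. S4E). The Reactome set was -0.033 (fry adjusted p = 0.173) with Repsox and -0.090 (fry adjusted p = 0.044) with DMH-1, and Repsox was called with the hand-compiled list (-0.57) and without its second library (-0.19). Interferon signaling, higher with DMH-1 in the paper, was 0.17 (fry adjusted p = 0.119), and the alpha/beta set 0.15 (fry adjusted p = 0.0907). The alpha/beta set was called by the Wilcoxon test, with the hand-compiled list (3.53) and when any 1 of the DMH-1 libraries was left out (from 0.10 to 0.18).

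Day 4 and day 2 plus VC are described as equal in the PCA of Fig. 3A, while edgeR's test called 4946 genes between them. The complement cascade is among the sets raised by both day 4 and the ALK5 inhibitors in Fig. 5E. At day 4 fry called it upward, though its median was -0.17 (fry adjusted p = 3.77e-05), and the median was positive under the stricter filter (0.15) and without the second day 0 library (0.12). The paper ranks Repsox closest to day 4 plus VC, as r does here (0.117), but measured from day 0 without VC A83-01 was highest, at 0.156 against 0.14.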

Other observations

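The tests of proliferation at the repair sets, of strongly changed genes and of shared controls were set earlier, and the other tests of this part were chosen only after the results were seen. Each comparison of 3 libraries against 3 has 10 splits, so a share under 0.05 cannot be reached. In all of these comparisons 1 of the 10 splits, the real one, gave as many genes at an adjusted p-value under 0.05 in edgeR's test, and 1 of 10 as many gene sets by fry, where sets were tested: days 2 and 4 against day 0 in D/KO and WT cells with and without VC, D/KO day 4 against day 2 plus VC, VC alone at day 0 in each genotype, each inhibitor, and WT against D/KO controls. The other 9 splits gave at most 1 gene set. For the trends, 1 of 100 splits of the 9 libraries, the real one, gave as many genes in each series, and the most that another split gave was 981 of 4445 genes for D/KO, 3696 of 6455 for D/KO with VC, 994 of 2950 for WT and 1462 of 5920 for WT with VC.

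The DNA repair set holds genes of the cell cycle, and G2/M genes rose in D/KO cells at day 4 plus VC (1.27) and fell with A83-01 (-1.74). They also rose at D/KO day 2 (0.44) and day 2 plus VC (0.64), where fry called DNA repair higher. It did so as well at D/KO day 4, where G2/M genes were -0.080 (fry adjusted p = 0.361). At WT day 4 plus VC DNA repair was called higher (0.056) while G2/M genes fell (-1.03, fry adjusted p = 9.02e-10). Without the members of the Reactome cell cycle set, the DNA repair median at day 4 plus VC was 0.241, 77.4% of the value with all members, so the members of that set do not carry the rise alone. The genes that remain may still follow proliferation, which leaving out members does not remove. With A83-01 it was -0.0219, 29.9% of the full value, and the medians were 0.024, 0.014 and 0.012 with Repsox, Vactosertib and DMH-1. The fall of repair genes with the inhibitors may thus reflect slower proliferation, which was not measured by other means here.

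Leaving out every gene whose log2 fold change passes 1 in either direction in either comparison, r with D/KO day 4 was 0.242 for Repsox, 0.225 for Vactosertib, 0.253 for A83-01 and 0.129 for DMH-1, from 0.311, 0.309, 0.335 and 0.225, so strongly changed genes do not carry the day 4 correlations alone. With D/KO day 4 plus VC, r without them was 0.00617, -0.00309, -0.0511 and -0.0299 in the same order, over 9528 to 10128 genes. Leaving out genes by the size of the values that are correlated narrows their range, which lowers r whatever its source, so this fall does not show that strongly changed genes carry the correlation with day 4 plus VC.

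Inhibitor effects and the difference between WT and D/KO controls share the D/KO control libraries, which makes a positive r between them more likely. When the 3 control libraries were divided between the 2 comparisons in 6 ways, the mean r was 0.205 for Repsox, 0.194 for Vactosertib, 0.255 for A83-01 and 0.149 for DMH-1, from 0.263, 0.257, 0.306 and 0.231 with shared controls. Sharing thus explains a part of the correlation at most. It does not amount to an overall approach to WT cells: over all tested genes the distance to the WT centroid was 103%, 102%, 105% and 99.4% of that of control D/KO cells with Repsox, Vactosertib, A83-01 and DMH-1, and on PC1 all 4 moved away from WT.

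DMH-1 is described as an ALK2 inhibitor, yet TGFb target genes fell with it (-0.73, fry adjusted p = 2.52e-11) and BMP target genes were not called (-0.16, fry adjusted p = 0.0525). The BMP result lies at the threshold: the list was called lower with DESeq2's size factors (-0.17) and with at least 10 counts in every sample (-0.18), and in 1 of 6 fits without a library. Over the 1479 genes called with DMH-1, its log2 fold changes correlated with those of Repsox (r = 0.694), Vactosertib (r = 0.722) and A83-01 (r = 0.648), and 87.9%, 90.1% and 85.6% of them went the same way. With the control libraries divided between the comparisons, r was 0.68, 0.709 and 0.641 on average. The genes were still those called against all control libraries, so this division cannot set aside the effect of shared controls. At 1 µM DMH-1 may also inhibit the TGFb type I receptor, a hypothesis that these counts cannot separate from another shared effect of the compounds. BMP targets rose with each ALK5 inhibitor and not with DMH-1.

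Interferon-stimulated genes were higher with DMH-1 mainly in its second library. Isg15 was 5.33, 180.3 and 5.83 CPM in the 3 DMH-1 libraries and 1.42 to 2.54 in the controls. Without that library the median log2 fold change of the list was 0.948, against 3.53 with all 3 and 4.06 and 4.09 when another DMH-1 library was left out. The list was called by fry in each of these fits, so 1 library may explain most of the size of this rise and not all of it. Why that culture differs was not tested.

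Xist was lower in WT cells at day 0 plus VC (89.6 ± 42.9 CPM, mean ± s.d., n = 3) and day 2 plus VC (82.3 ± 34.1 CPM) than at day 0 (377 ± 74.5 CPM) and day 4 plus VC (643 ± 65 CPM), with a log2 fold change of -2.07 (s.e. 0.26, edgeR adjusted p = 1.95e-07) for day 0 plus VC against day 0, lower in 3 of 3 libraries. A possible explanation is that fewer cells carried an inactive X chromosome. The mean log2 fold change of 4 genes that escape inactivation was -0.128, with Kdm6a at -0.41 (edgeR adjusted p = 0.00829), Kdm5c at 0.097 (edgeR adjusted p = 0.56), Eif2s3x at -0.10 (edgeR adjusted p = 0.467) and Ddx3x at -0.089 (edgeR adjusted p = 0.668). This neither shows nor excludes such a loss, and a culture with another mix of cells cannot be told apart from it.

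The counts of genes in the regions of Fig. 3C lie closer to those obtained here when the WT series and the WT series with VC are exchanged: over 30 regions, the mean absolute log2 ratio was 0.196 with the exchange and 1.1 with the labels of the figure. An exchange in the labels of the deposited samples was tested as well: over 15832 genes the effect of VC in WT cells correlated with that in D/KO cells at r = 0.345, 0.369 and 0.441 at days 0, 2 and 4, where exchanged sample labels would give a negative r. An exchange in the figure may thus remain as the explanation. The figure's counts were read by eye, and the exchange, the only one tried, leaves the regions of D/KO cells alone unchanged.

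In the libraries of the inhibitor table that the paper does not describe, Xist was 36.4 to 64.1 CPM in 3 control WT libraries from skin and 15.3 to 25.8 CPM in 3 WT 4F libraries labelled TGFB, against 37.9 to 96.3 CPM in the control WT libraries used here. None of these 24 libraries held Ddx3y counts.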
